# Validated prediction of pro-invasive growth factors using a transcriptome-wide invasion signature derived from a complex 3D invasion assay

**DOI:** 10.1038/srep12673

**Published:** 2015-08-05

**Authors:** Bettina Oehrle, Gerald Burgstaller, Martin Irmler, Stefan Dehmel, Jessica Grün, Tiffany Hwang, Susanne Krauss-Etschmann, Johannes Beckers, Silke Meiners, Oliver Eickelberg

## Abstract

The invasion of activated fibroblasts represents a key pathomechanism in fibrotic diseases, carcinogenesis and metastasis. Invading fibroblasts contribute to fibrotic extracellular matrix (ECM) formation and the initiation, progression, or resistance of cancer. To construct transcriptome-wide signatures of fibroblast invasion, we used a multiplex phenotypic 3D invasion assay using lung fibroblasts. Microarray-based gene expression profiles of invading and non-invading fibroblasts demonstrated that 1,049 genes were differentially regulated (>1.5-fold). Unbiased pathway analysis (Ingenuity) identified significant enrichment for the functional clusters ‘invasion of cells’, ‘idiopathic pulmonary fibrosis’, and ‘metastasis’. Matrix metalloprotease 13 (MMP13), transforming growth factor (TGF)-β1, Caveolin (Cav) 1, Phosphatase and Tensin Homolog (Pten), and secreted frizzled-related protein (Sfrp) 1 were among the highest regulated genes, confirmed by qRT-PCR and Western Blotting. We next performed *in silico* analysis (Ingenuity Pathway Analysis) to predict mediators that induced fibroblast invasion. Of these, TGFβ1, epidermal growth factor (EGF), fibroblast growth factor (FGF) 2, and platelet-derived growth factor (PDGF)-BB were tested in our 3D invasion assay and found to significantly induce invasion, thus validating the transcriptome profile. Accordingly, our transcriptomic invasion signature describes the invading fibroblast phenotype in unprecedented detail and provides a tool for future functional studies of cell invasion and therapeutic modulation thereof using complex phenotypic assays.

Fibroblast invasion through interstitial tissue is one substantial step in the dynamic process of tissue remodelling and repair, a process that also plays a pivotal role in fibrogenesis^1^, carcinogenesis, and metastasis^2^,^3^. Cell migration through the three-dimensional (3D) architecture of most tissues, in particular the lung, requires an invading phenotype that enables fibroblasts to penetrate the extracellular matrix (ECM) and cross the basal membrane. This migratory program is an inherent feature of many cells, such as fibroblasts or leukocytes, yet it can also be specifically increased during inflammation or tissue wounding^4^. Importantly, the mode of interstitial migration differs between various cell types: leukocytes are mainly found to display an integrin-independent amoeboid mode of migration, while most cancer cells and fibroblasts display mesenchymal movements^5^.

In tissue fibrosis, such as idiopathic pulmonary fibrosis (IPF), areas of activated fibroblasts, are believed to represent the site of increased production, secretion, and deposition of ECM^6^,^7^. In the lung, α-smooth muscle actin (αSMA)-positive fibroblasts originate from the sub-pleural region and form a fibroblastic reticular structure into the interstitium^8^. It is widely assumed that this process requires an invading fibroblast phenotype^9^. During injury, repair, and fibrosis, a plethora of soluble mediators are released by different cell types, which activate and attract resident fibroblasts and/or induce transformation of epithelial or pleural mesothelial cells (PMC) into mesenchymal-like cells^10^,^11^,^12^,^13^. Such aberrantly activated mesenchymal cells exhibit an exceptional plasticity with respect to proliferation, apoptosis, ECM deposition, activation, and tissue invasion^11^. In agreement with this concept, an increased collagen-invading capacity of human lung fibroblasts derived from IPF patients has recently been reported in 2D assays^14^. Furthermore, keloid fibroblasts are suggested to exhibit a highly invasive character, inducing infiltration of these fibroblasts into surrounding healthy skin tissue^15^. Enhanced fibroblast invasion, however, does play a decisive role in carcinogenesis and metastasis, as the tumour microenvironment is increasingly recognized as a major feature of tumour progression^3^. Here, the crosstalk between cancer cells and cells of the neoplastic stroma are important factors for invasive tumour growth and metastasis^16^,^17^. In particular, cancer associated fibroblasts (CAF) have been reported to represent key determinants in cancer progression^2^. Studies using squamous cell carcinoma (SCC) cells and stromal fibroblasts revealed that force- and protease-mediated matrix remodelling by the fibroblast is required for collective invasion of the SCC cells^18^, indicating that invading fibroblasts are able to direct carcinoma cells through stromal tissue.

In the current study, we hypothesized that pathway analysis of the transcriptome-wide signature of invading lung fibroblasts by comparative microarray analyses, using a collagen-based invasion assay previously established in our lab^19^, will identify pro-invasive growth factors with relevance to disease. To this end, we generated a specific fibroblast invasion signature, followed by functional validation of *in silico*-predicted upstream regulators of fibroblast invasion; namely transforming growth factor (TGF)β1, epidermal growth factor (EGF), fibroblast growth factor 2 (FGF2), and platelet-derived growth factor (PDGF)-BB. Prospectively, this validated fibroblast invasion signature will enable the identification of yet unknown invasion-relevant molecular networks and underlying mechanisms thereof. Thus, this invasion signature advances the understanding of an activated invasive fibroblast phenotype in particular for fibrotic and metastatic pathologies.

## Results Section

### Deciphering a transcriptomic signature for invading fibroblasts

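The arrays measured RNA of MLg cells, a line of mouse lung fibroblasts, after plating on a collagen gel. Cells found inside the gel made the invading fraction, and cells left on top of it made the non-invading fraction. The fractions were taken after 72 hours, with 4 samples each, or after 96 hours, with 5 samples each, which gives 18 samples. By the legend of Fig. 2 every sample is an independent experiment. The treatment entry of all 18 samples names a treatment with TGFβ1 together with the assay, whereas their titles name no treatment and the figures mark the cells as not treated. The comparisons are read here as the figures describe them, between untreated fractions, which the labels leave open. The deposited values are gene-level signals on a log2 scale, background corrected, sketch-quantile normalized between arrays and summarized by RMA in Expression Console (version 1.2 in the notes of the submitters). Every probe set has a value in each sample, and the median signal of a sample lay between 6.46 and 6.65. Of the probe sets, 21789 carry exactly 1 gene symbol and stand for 19938 genes, and a gene is given here by the brightest of its probe sets. The fractions were compared at each time with limma on the log2 values, with the adjustment of Benjamini and Hochberg over all probe sets. A probe set counted as regulated at an adjusted p under 0.10 and a ratio of the invading to the non-invading fraction above 1.5 in either direction. Pearson's r over all probe sets, between samples of 1 group, lay between 0.991 and 0.996 across the 4 groups, and the number of arrays limits the precision of every value.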

In order to systematically identify the molecular signature of invading fibroblasts we applied a whole transcriptome analysis (Affymetrix Mouse Gene 1.0 ST array), using our recently established 3D invasion assay^19^. A subpopulation of murine MLg 2908 (MLg) lung fibroblasts spontaneously invaded a 3D collagen matrix when plated on top of it^19^. Separation of invading from non-invading MLg fibroblasts was carried out 72 or 96 hours after plating. RNA isolation and subsequent whole transcriptome analysis provided gene expression profiles of invading and non-invading fibroblasts. Transcripts with a false discovery rate <10% were considered as being statistically significant regulated and were used for subsequent analyses. 

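After 72 hours Mmp3, a stromelysin that cuts many matrix proteins, was 4.25 times as high in the invading fraction as in the non-invading fraction (log2 ratio 2.09, standard error 0.21, adjusted p = 0.00059 from limma, n = 4 per fraction). Mmp10, a closely related protease, had a ratio of 2.67, the vault RNA Vaultrc5 one of 4.15, the chemokine Ccl8 one of 2.88, and Serpina3n, a secreted protease inhibitor, one of 2.42. The prolactin-related hormone Prl2c5 had a ratio of 3.04, and Snora31 and Snora44, small nucleolar RNAs that guide the modification of other RNAs, had ratios of 3.29 and 2.81. The adjusted p of these genes lay between 0.00037 and 0.0072. Ogn, a small proteoglycan of the matrix, was lower in the invading fraction, with a ratio of 0.198 (log2 ratio -2.34, standard error 0.39, adjusted p = 0.004). The ratio was 0.238 for the locus of the microRNA Mir145a, which is abundant in contractile cells, 0.253 for Uprt, 0.264 for the growth factor Bmp4, 0.305 for the secreted guidance factor Sema3c and 0.344 for Ly96, the partner of Toll-like receptor 4. Their adjusted p lay between 0.00026 and 0.0024, and for each gene named so far no sample of 1 fraction reached the range of the other. Over the 19938 genes, 712 were regulated over 1.5-fold, 174 higher and 538 lower in the invading fraction, and 107 over 2-fold, 23 higher and 84 lower. Over all probe sets, with or without a gene symbol, 2830 were regulated over 1.5-fold, 451 higher and 2379 lower, and 956 over 2-fold, 55 higher and 901 lower. Of the 2830, 1627 (137 higher and 1490 lower) belong to 6617 probe sets without a gene symbol whose numbers lie below that of the first named probe set. The other 28939 probe sets gave 1203 (314 higher and 889 lower), with 219 over 2-fold. A fit limited to probe sets with 1 gene symbol gave 905 and 168. Centring every array on its median gave 284 higher and 360 lower genes over 1.5-fold. Leading with genes was chosen after the values of the unnamed probe sets were seen.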

After 72 hours of invasion, 1,086 targets with expression ratios greater than 1.5-fold and 163 targets regulated greater than 2-fold were identified in the invading fraction as compared to the non-invading fraction. In fibroblasts that invaded the matrix for 96 hours, an altered regulation of 1,049 probes with expression ratios greater than 1.5-fold and 182 greater than 2-fold were identified (Fig. 1A). 

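At 96 hours Mmp3 stood at 7.5 times its level in the non-invading fraction (log2 ratio 2.91, standard error 0.2, adjusted p = 1.5e-05 from limma, n = 5 per fraction). The ratio was 4.64 for Ccl8, 4.6 for Prl2c5 and 3.65 for Serpina3n. It was 2.67 for Lgals3, a galectin that binds sugars on cell surfaces and matrix, and 2.71 for Adssl1, an enzyme of purine metabolism, and the adjusted p of these genes lay between 8.7e-06 and 0.00044. Cemip, which takes part in the breakdown of hyaluronan, was lower, with a ratio of 0.239 (log2 ratio -2.07, standard error 0.13, adjusted p = 9.8e-06). Sema3c had a ratio of 0.249, Ogn of 0.265, Mir145a of 0.282 and Bmp4 of 0.289. At this time 629 genes were regulated over 1.5-fold, 227 higher and 402 lower, and 108 over 2-fold, 40 higher and 68 lower. The counts over all probe sets were 3195 (368 higher and 2827 lower) and 1229 (69 higher and 1160 lower). The unnamed low-numbered probe sets held 2021 of the 3195, 36 higher and 1985 lower, with a median log2 ratio of -0.28 over all 6617 of them. The remaining probe sets gave 1174 (332 higher and 842 lower), with 257 over 2-fold, and a fit limited to probe sets with 1 gene symbol gave 818 and 176. Centring every array on its median moved the median log2 ratio of all probe sets by 0.119, from -0.001 to 0.118 and so away from 0, and gave 742 higher and 2188 lower, so that 25.3% of the regulated probe sets were higher against 11.5% without it. Over genes it gave 428 higher and 228 lower, which turns the balance, and quantile normalization again gave 308 and 311.

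**Figure D1:**
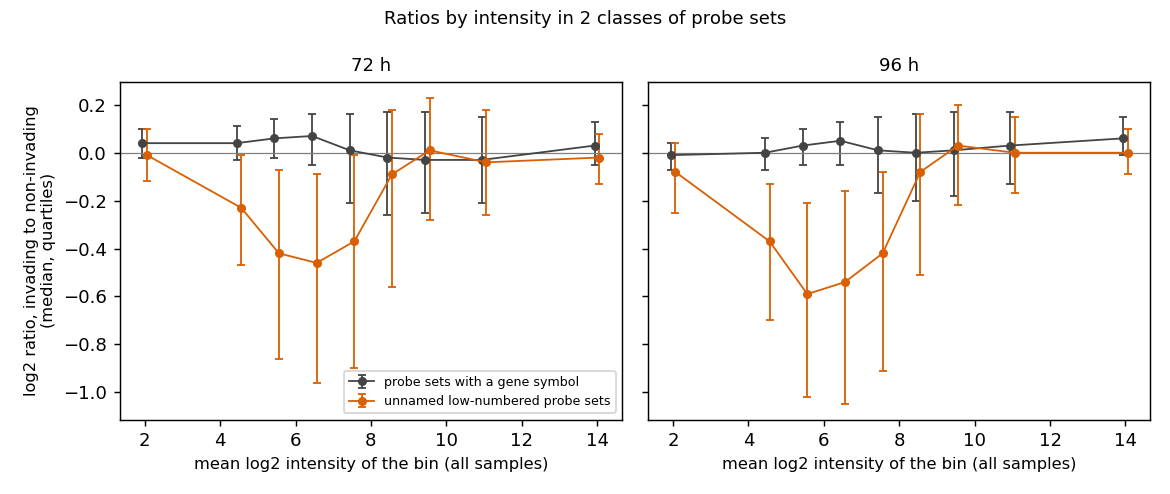
Median log2 ratio of the invading to the non-invading fraction (vertical axis) by mean log2 signal (horizontal axis) for named and for unnamed low-numbered probe sets, at 72 and 96 hours, with bars from the lower to the upper quartile. Between mean signals of 5 and 6 at 96 hours the median is -0.59 for the unnamed and 0.03 for the named probe sets, and between 9 and 10 both lie at or near 0 (0.03 and 0.01).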

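Complete linkage clustering on Euclidean distances, over the 19690 probe sets with a linear signal above 100 in at least 1 sample, placed all 18 samples with their own fraction when the tree was divided in 2. Divided in 4, it gave the 4 groups of fraction and time, each whole. The first principal component of these probe sets held 56.4% of the variance, and the fraction accounted for 77.5% of the spread of the samples along it. The second held 16.4%, and there the time after plating accounted for 79.4%. Over the 15293 probe sets above 100 in every sample, the first division set the 4 invading samples of 72 hours apart from the other 14, which leaves 13 of 18 samples with their own fraction. The same 13 of 18 came out without the unnamed low-numbered probe sets, an alternative chosen after the data were seen, while the 4 groups stayed whole in both.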

Hierarchical clustering of the different fractions is depicted in Fig. 1B. 

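Of the 107 genes over 2-fold at 72 hours, 102 showed no overlap between the fractions: 21 had every invading sample above, and 81 every invading sample below, all non-invading samples. Hmcn1, a large matrix protein, had a mean log2 signal of 8.55 ± 0.32 (SD, n = 4) in the invading and 10.07 ± 0.19 (SD, n = 4) in the non-invading samples, and all 77 of its probe sets were lower. Sike1, a suppressor of innate immune kinases, stood at 8.31 ± 0.05 and 9.83 ± 0.13. Snora20, a small nucleolar RNA, stood at 8.87 ± 0.96 and 7.29 ± 0.1, with a spread in the invading samples several times that of Sike1. At 96 hours 99 of the 108 genes over 2-fold had no overlap, 34 above and 65 below. There Ttc14 stood at 7.58 ± 0.27 (SD, n = 5) in the invading and 8.71 ± 0.2 (SD, n = 5) in the non-invading samples, while Aldh3a1, an aldehyde dehydrogenase, at 8.83 ± 0.55 and 7.29 ± 0.63, passed the test with overlapping fractions. Over all genes, groups without overlap made up 24.8% at 72 hours, where chance gives 2.86%, and 18.2% at 96 hours, where chance gives 0.794%. Of the genes printed in Fig. 2 or Fig. 4C and measured here, 22 of 22 at 72 hours and 21 of 23 at 96 hours were without overlap. The genes of Fig. 2 and those over 2-fold were chosen by their difference between these same samples. Their lack of overlap is therefore not independent evidence of reproducibility.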

Heatmaps of up- and down-regulated target genes (>2-fold) in the invading fractions at 72 hours and 96 hours validate the reproducibility of our replicate analyses (Fig. 2A and Fig. 2B). The whole array data have been submitted to GEO (GSE55322).

### Predictive *in silico* cluster analysis and validation of the gene expression profile of fibroblast invasion

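Regulation was shared by 388 genes, 111 higher and 277 lower in the invading fraction at both times. Independent lists of these sizes would share 1.98 and 10.8 genes, and 0 genes were regulated in opposite directions. Lef1, a transcription factor of Wnt signalling, had log2 ratios of 0.80 (standard error 0.15) at 72 hours and 1.13 (standard error 0.13) at 96 hours. Ccn3, a matricellular protein of the CCN family, stood at 0.71 (standard error 0.17) and 1.41 (standard error 0.15). Among the shared lower genes, Igf1, a growth factor, stood at -1.33 (standard error 0.19) and -1.30 (standard error 0.16). The transcription factor Osr1 stood at -1.07 (standard error 0.081) and -1.11 (standard error 0.11), and Adm, the vasodilator peptide adrenomedullin, at -1.15 (standard error 0.13) and -1.29 (standard error 0.27). The highest adjusted p among these values was 0.02 from limma. Over all probe sets 1997 were shared, 199 higher and 1798 lower, with 4.67 and 189 by chance and 1 in opposite directions. Outside the unnamed low-numbered block the shared probe sets were 733, 179 higher and 554 lower, and a fit limited to 1 gene symbol gave 537, 114 higher and 423 lower.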

The gene expression profiles of the invading fibroblasts at 72 hours and 96 hours (>1.5-fold) greatly overlapped: among the differentially regulated genes in the invading subtype at 72 and 96 hours, 621 genes overlapped in total: 166 in the up- and 455 in the down-regulated group (Fig. 3A). Of note, there were more than twice as many overlapping down-regulated genes than overlapping up-regulated genes. This comparative approach allowed us to enrich for those targets that are commonly regulated after 72 and 96 hours of invasion and to define the invasion signature of fibroblasts. 

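Shared lower genes outnumbered shared higher genes by a factor of 2.5, which became 1.39 with quantile normalization applied again and turned to 0.782, with 216 higher and 169 lower genes, when every array was centred on its median. Over all probe sets the factor was 9.04, and under these scalings 5.24 and 3.63, with 287 and 397 shared higher probe sets. Without the unnamed low-numbered ones it was 3.09, and 1.74 and 1.12 under the scalings. The centring uses the median of all probe sets, the unnamed low-numbered ones included. At 96 hours it moved the median log2 ratio of the named probe sets from 0.02 to 0.139. Their own medians lay from 7.148 to 7.186 in the invading and from 7.175 to 7.195 in the non-invading samples of that time. The turn to 0.782 goes with this shift and does not decide the balance of the genes. The difference between the ratios at 96 and 72 hours passed the test for 18 probe sets, 12 with a higher and 6 with a lower ratio at 96 hours. Of these, 5 carried 1 gene symbol, 4 several and 9 none. The genes that passed by their brightest probe set were Sarnp, an RNA-binding protein of the nucleus (log2 ratio -0.78 at 72 hours and -0.19 at 96 hours), Gtpbp4, a factor of ribosome assembly (-0.45 and 0.11), and Pdcl, a phosducin-like protein (-0.18 and 0.27). The others with a symbol, named after their values were seen, were another probe set of Sarnp, 1 of the protease Pappa2, whose brightest probe set had a difference of 0.06 (adjusted p = 0.94), 2 shared by Ptp4a1 and Gm13363, and 2 shared by Eif1a and several predicted genes. Leaving out 1 sample at a time gave, for replicates in order, 2, 0, 41, 5 without the invading and 0, 1, 6, 1 without the non-invading samples of 72 hours. Without those of 96 hours it gave 12, 0, 0, 1, 50 and 2, 2, 2, 2, 0. At an unadjusted p under 0.05 limma gave 3062. Leaving out 1 sample ended the calls of Sarnp (adjusted p of 0.11 to 0.17) and Pdcl (0.12 to 0.21), except without invading replicate 3 of 72 hours or 5 of 96 hours, and quantile normalization again ended both (0.11 and 0.14). The call of Gtpbp4 ended likewise (0.11 to 0.17), except without these samples, non-invading replicate 3 of 72 hours, or invading replicate 1 or non-invading replicate 4 of 96 hours. With the replicate number as a block in the fit, 0 probe sets passed for the difference (3215 at an unadjusted p under 0.05 from limma). The calls of Sarnp, Pdcl and Gtpbp4 thereby ended too. Over all alternatives the adjusted p ran from 0.023 to 0.27 for Sarnp, 0.03 to 0.3 for Pdcl and 0.036 to 0.19 for Gtpbp4.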

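Counts of list members, here and below, are of genes with an adjusted p under 0.10, without the limit on the ratio. Of all 19938 genes, 5290 passed in this way at 72 hours and 6255 at 96 hours. Of 24 measured target genes of NRF2, the transcription factor of the response to oxidants, and genes of glutathione metabolism, 17 were higher in the invading fraction at 72 hours and 18 at 96 hours, 0 were lower, and 7 and 6 did not pass (18 and 21 higher when adjusted over the list alone). With a ratio above 1.5 as well, 5 and 3 were higher. Aldh3a1 was named by the study from these arrays, so the list is not independent evidence of its direction. Nqo1, a quinone reductase, had a log2 ratio of 0.94 at 72 hours and 1.18 at 96 hours (standard error 0.12, adjusted p = 8.2e-05 from limma), and Srxn1, which repairs peroxiredoxins, one of 0.55 (standard error 0.11, adjusted p = 0.0029). The set test of limma, camera, gave adjusted p = 1.2e-07 at 72 hours and 3e-08 at 96 hours, but adjusted p = 0.39 with an estimated correlation at 72 hours and adjusted p = 0.23 with an estimated correlation at 96 hours. Genes that respond to YAP and TAZ, regulators that read cell shape and stiffness, were more often lower than higher: 3 higher and 10 lower of 25 at 72 hours and 2 higher and 12 lower at 96 hours (3 higher and 13 lower, and 2 higher and 13 lower, adjusted over the list alone). Ccn2, a matricellular protein, had ratios of 0.421 (adjusted p = 0.01) and 0.502 (adjusted p = 0.0013), and Crim1, a membrane protein that binds growth factors, of 0.564 and 0.511. Ankrd1, a nuclear protein of muscle, had a log2 ratio of -1.05 at 72 hours and Amotl2, a protein of cell junctions, one of -1.04 at 96 hours. Ccn1 was named by the study from these arrays, so the list is not independent evidence of its direction. Its set test gave adjusted p = 0.0019 at 72 hours and 0.0016 at 96 hours, but adjusted p = 0.26 with an estimated correlation at 72 hours and adjusted p = 0.23 with an estimated correlation at 96 hours. Genes of caveolae, the small pits of the cell membrane, were 0 higher and 3 lower of 9 at 72 hours and 0 higher and 4 lower at 96 hours (0 higher and 7 lower, and 0 higher and 4 lower, adjusted over the list alone). Cavin2, a coat protein of caveolae, had log2 ratios of -1.12 (standard error 0.17) and -1.29 (standard error 0.13), and Cav2 of -0.60 and -0.40. Of the caveolar genes Cav1 was named by the study from these arrays, so that their direction is not independent evidence, and the set test gave adjusted p = 0.0012 at 72 hours and 0.01 at 96 hours, but adjusted p = 0.38 with an estimated correlation at 72 hours and adjusted p = 0.3 with an estimated correlation at 96 hours. Of 24 myofibroblast and contractile genes, 1 higher and 9 lower were found at 72 hours and 3 higher and 7 lower at 96 hours (1 higher and 9 lower, and 3 higher and 7 lower, adjusted over the list alone). Tagln, an actin-binding protein of smooth muscle, had log2 ratios of -0.77 and -0.60 and the tropomyosin Tpm2 of -0.51 and -0.62. The smooth muscle actin Actg2 had one of -0.63 at 72 hours, while Des, the muscle intermediate filament desmin, rose by 0.47 at 96 hours. For these genes the set test gave adjusted p = 0.00097 at 72 hours and 0.02 at 96 hours, but adjusted p = 0.38 with an estimated correlation at 72 hours and adjusted p = 0.5 with an estimated correlation at 96 hours, and non-invading replicate 3 of 72 hours lay below the other 3 in the mean of the list.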

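Genes of cholesterol synthesis and its regulation were mostly lower: 0 higher and 14 lower of 20 at 72 hours and 2 higher and 13 lower at 96 hours (0 higher and 17 lower, and 2 higher and 13 lower, adjusted over the list alone). Sqle, which makes squalene epoxide, had log2 ratios of -0.79 (standard error 0.13) and -0.86 (standard error 0.16), and Idi1, an isomerase of the isoprenoid pathway, of -1.09 and -0.96. Hsd17b7, a sterol reductase, stood at -1.15 at 72 hours, and Msmo1, a sterol oxidase, at -0.95 at 96 hours. Camera gave adjusted p = 4e-08 at 72 hours and 1.4e-05 at 96 hours, but adjusted p = 0.58 with an estimated correlation at 72 hours and adjusted p = 0.46 with an estimated correlation at 96 hours. Of 31 replication-dependent histones, which package newly made DNA, 10 higher and 1 lower were found at 72 hours and 22 higher and 0 lower at 96 hours (10 higher and 1 lower, and 23 higher and 0 lower, adjusted over the list alone). With a ratio above 1.5 as well, 3 histones were higher at 72 hours and 7 at 96 hours, and 0 were lower. H4c6 had log2 ratios of 0.63 (standard error 0.15) and 0.99 (standard error 0.11), and H4c8 of 0.59 and 0.54. H4f16 stood at 0.64 at 72 hours and H4c3 at 0.89 at 96 hours. For the histones camera gave adjusted p = 0.0026 at 72 hours and 1.1e-09 at 96 hours, but adjusted p = 0.72 with an estimated correlation at 72 hours and adjusted p = 0.26 with an estimated correlation at 96 hours. With fry (0.17) this call at 72 hours ended too, and its adjusted p ran from 1.1e-05 to 0.72 over all alternatives. Non-invading replicate 4 of 96 hours lay above the other 4 in the mean of the list. Of 17 genes of glycolysis, 4 higher and 1 lower were found at 72 hours and 11 higher and 0 lower at 96 hours (4 higher and 1 lower, and 12 higher and 0 lower, adjusted over the list alone). With a ratio above 1.5 as well, 1 of these genes was higher at 72 hours and 0 at 96 hours, and 0 were lower. The hexokinase Hk2 had log2 ratios of 0.57 and 0.42 and the phosphofructokinase Pfkl of 0.60 and 0.55. For glycolysis camera gave adjusted p = 0.055 at 72 hours and 0.0016 at 96 hours, but adjusted p = 0.61 with an estimated correlation at 72 hours and adjusted p = 0.37 with an estimated correlation at 96 hours. With quantile normalization again (0.21) and without non-invading replicate 3 (0.11) this call at 72 hours ended too. Its adjusted p ran from 0.023 to 0.61 over all alternatives. The lowest came from fry, which makes no comparison with other genes. The mean of each list per sample did not overlap between the fractions for NRF2 targets and glutathione genes, YAP and TAZ genes, caveolae, contractile genes and glycolysis at both times (exact permutation p = 0.029 at 72 hours and 0.0079 at 96 hours, two-sided). These are the smallest p that 4 against 4 and 5 against 5 samples allow, and become 0.064 and 0.022 over the 33 lists. For cholesterol synthesis this held at 72 hours and for the histones at 96 hours. The set test passed 17 of the 33 lists at 72 hours and 15 at 96 hours with its preset correlation, and 0 at both times with an estimated one, where camera had 3 and 5 lists at an unadjusted p under 0.05 and fry passed 17 and 18 lists. Other groupings of the same samples gave as many lists in 6 of 35 cases at 72 hours and 13 of 100 at 96 hours, the real grouping included. With the estimated correlation, calls were lost also where the estimate lay close to the preset 0.01, as for YAP and TAZ genes at 72 hours (0.012). For cholesterol synthesis at 72 hours the estimate was 0.77. The cause of these losses was not tested.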

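A list of invasion and metastasis genes held 37 measured members. Of these members 13 higher and 8 lower were found at 72 hours and 21 higher and 8 lower at 96 hours (15 higher and 11 lower, and 21 higher and 9 lower, adjusted over the list alone). Mmp10, Mmp13, Mmp3, Sema3c and Tgfb1 were named by the study from these arrays, so the list is not independent evidence of its direction. Plaur, the receptor of urokinase that brings proteolysis to the cell surface, had a log2 ratio of 0.92 at 96 hours (standard error 0.15, adjusted p = 0.0013 from limma). The list had medians of 0.15 and 0.23. Its set test gave adjusted p = 0.21 at 72 hours and 0.0016 at 96 hours, but adjusted p = 0.11 with an estimated correlation at 96 hours. With quantile normalization again (0.25) this call at 96 hours ended too. Its adjusted p ran from 1.8e-06 to 0.25 over all alternatives. The lowest came from fry, which makes no comparison with other genes. The mean of the list in non-invading replicate 1 of 72 hours lay above the other 3. A list of lung fibrosis genes held 4 higher and 14 lower of 34 members at 72 hours and 6 higher and 12 lower at 96 hours (5 higher and 14 lower, and 6 higher and 12 lower, adjusted over the list alone). Bmp4, Cav1, Sfrp1 and Tgfb1 were named by the study from these arrays, so the list is not independent evidence of its direction. Thbs1, a matricellular activator of TGFβ, had log2 ratios of -0.49 (standard error 0.099) and -0.52 (standard error 0.085). The medians were -0.06 and -0.02. For this list the set test gave adjusted p = 0.022 at 72 hours and 0.29 at 96 hours, but adjusted p = 0.58 with an estimated correlation at 72 hours. Above a signal of 100 (0.13) and without invading replicate 4 (0.12) this call at 72 hours ended too, and its adjusted p ran from 0.0021 to 0.58 over all alternatives. Both lists were written from general knowledge and are not those of the IPA database. The set test asks whether a list shifts 1 way, whereas the paper's enrichment is a test of overlap, so these values do not test it.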

Enrichment analyses using IPA’s ‘disease and function’ ontology revealed that ‘invasion of cells’, ‘idiopathic pulmonary fibrosis (IPF)’, and ‘metastasis’ ranked as the top three most significantly over-represented ‘disease processes’ and ‘biological functions’ within the invasion signature (Fig. 3B). In agreement with the well-known role of TGFβ1 in invasion and fibrosis, TGFβ1 associated with all three key networks of invasion (Fig. 3C). These data clearly corroborate our experimental approach. In order to further validate the profiling approach used, several known invasion-promoting genes were chosen for confirmative expression analysis by qRT-PCR. These targets included matrix metalloprotease 13 (MMP13)^20^,^21^, TGFβ1^10^,^22^, Caveolin 1 (Cav1)^23^, secreted frizzled-related protein (Sfrp) 1 24, and Phosphatase and Tensin Homolog (Pten)^25^,^26^ (Fig. 4A,B). 

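At 72 hours the linear signal of Mmp13, a collagenase, was 831 ± 88.9 in the invading and 190 ± 58.9 in the non-invading fraction (mean and SD, n = 4), a ratio of 4.51 with a 95% confidence interval from 3.26 to 6.23. Cav1, the main protein of caveolae, stood at 2742 ± 252 and 4180.1 ± 163, a ratio of 0.654 (interval from 0.573 to 0.747). Sfrp1, a secreted Wnt antagonist, stood at 853 ± 143 and 2281 ± 515, a ratio of 0.377 (interval from 0.279 to 0.509). In each of the 3 genes every invading sample lay on the same side of all non-invading samples, and the adjusted p from limma was 0.00041, 0.0015 and 0.0014 in this order. Invading replicate 1 lay below the other 3 in Sfrp1.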

Consistent with our microarray data (Fig. 4C), qRT-PCR analysis demonstrated a significant up-regulation of MMP13 and TGFβ1 in the invading fibroblasts by 6- and 1.8-fold, respectively (Fig. 4D). By contrast, Cav1, Sfrp1, and Pten were significantly down-regulated by 3.5-, 2.9-, and 2.6-fold, respectively (Fig. 3D). 

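At 96 hours the linear array signal of Mmp13 was 868 ± 192 in the invading and 92.8 ± 15.9 in the non-invading fraction (mean and SD, n = 5). Its ratio was 9.28 (95% confidence interval from 7.21 to 11.9, adjusted p = 2.8e-06 from limma). Tgfb1, the growth factor TGFβ1, stood at 1093 ± 75.4 and 333 ± 35.3, a ratio of 3.29 (interval from 2.9 to 3.74, adjusted p = 2.8e-06). Invading replicate 1 lay below the other 4 in Tgfb1. Sfrp1 stood at 592 ± 125 and 1269 ± 239, a ratio of 0.464 (interval from 0.355 to 0.606, adjusted p = 0.00077). Cav1 stood at 2549 ± 261 and 3226 ± 462, a ratio of 0.793 (interval from 0.671 to 0.937, adjusted p = 0.034). The fractions overlapped in Cav1, and centring every array on its median gave adjusted p = 0.11 for it, within a range over all alternatives of 0.0071 to 0.11. From the qRT-PCR analyses of the selected genes, set beside these array values, the paper concludes that its assay and the invasion signature drawn from it are robust.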

Reduced Sfrp1 and Cav1 protein expression was further corroborated by immunoblot analysis (Fig. 4E). Furthermore, TGFβ1 and MMP13^19^ were up-regulated on protein level as well (Fig. 4E). Interestingly, the protein expression of Pten, which was strongly diminished on transcript level, was found to be largely unchanged. Additionally, in primary human lung fibroblasts we identified a corresponding regulation of the same target genes in the invading subpopulation (Fig. 4F). The qRT-PCR analyses of selected target genes thus validated the robustness of our invasion assay and the identified gene signature for invading fibroblasts.

### Identification and validation of upstream regulators for fibroblast invasion

In order to further validate the generated transcriptomic fibroblast invasion signature, gene expression lists were evaluated with the causal analysis tool ‘upstream regulator analysis’ (URA), implemented in IPA. This approach allowed the identification of putative upstream regulators for subsequent functional testing in regards to fibroblast invasion. In order to measure the enrichment of potentially activated upstream regulators we used a ranking based on the p-value^27^ obtained from the overlap between our experimentally derived gene datasets and those from the IPA’s database. As physiological upstream regulators were of particular interest, we excluded ‘drugs’, and ‘chemicals’ from the URA. The ‘p-value of overlap’ in supplementary Table 1 depicts a ranking of physiological upstream regulators according to their p-values for the comparison of gene expression data at 72 and 96 hours upon invasion. The cut-off value for the ranking (negative logarithmic p-value) was set to 4. By using a more stringent filter for ‘growth factors’, we were able to extract four growth factors, which all were found to be associated with fibrotic and/or cancerous diseases in the literature (Fig. 5A). Notably, TGFβ1, which is a prominent and potent activator of fibroblasts, ranked high among the predicted upstream regulators (p-value ^96 hours ^= 3.2 × 10^−10^, p-value ^72 hours ^= 1.4 × 10^−6^). 

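Tgfb1 rose in the invading fraction at 72 hours, where its linear signal was 1463 ± 176 against 609 ± 62.5 (mean and SD, n = 4), a ratio of 2.4 (95% confidence interval from 2 to 2.87, adjusted p = 0.00036 from limma). Genes that respond to TGFβ went both ways: of 21 measured, 4 higher and 6 lower were found at 72 hours and 6 higher and 4 lower at 96 hours (5 higher and 6 lower, and 6 higher and 5 lower, adjusted over the list alone). Ccn2, a matricellular protein on this list too, had the largest change of it at both times and was lower, with a log2 ratio of -1.25 at 72 hours (standard error 0.26). Pmepa1, a feedback inhibitor of TGFβ signalling, had one of 0.53 at 96 hours (standard error 0.095, adjusted p = 0.0021), and Bhlhe40, a transcriptional repressor, one of 0.69 (standard error 0.088, adjusted p = 0.00028). Timp3, an inhibitor of metalloproteinases bound to the matrix, had one of -0.69 (standard error 0.088, adjusted p = 0.00028). The set test of the list gave adjusted p = 0.41 at 72 hours and 0.92 at 96 hours. This test asks whether the genes of a list shift 1 way, and genes that move both ways can cancel in it. The paper's p-values rest on overlap with target genes in the IPA database, so the set test does not test them. The list of BMP signalling, a related pathway, held 21 measured genes. Of them 1 higher and 3 lower were found at 72 hours and 8 higher and 4 lower at 96 hours (1 higher and 3 lower, and 8 higher and 4 lower, adjusted over the list alone). Bmp4 was named by the study from these arrays, so the list is not independent evidence of its direction. The receptor Bmpr1a had log2 ratios of -0.80 and -0.50, and Id2, a target of the pathway, rose by 0.63 at 96 hours. Camera gave adjusted p = 0.74 at 72 hours and 0.35 at 96 hours, and at 72 hours the median of 0.08 and the mean of -0.09 differ in sign.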

In line with its key role in fibrogenesis, in the microarrays we found the expression of TGFβ1 to be significantly increased in the invading fibroblast fraction and moreover, also predicted to be associated with the generated functional gene clusters ‘IPF’, ‘invasion of cells’, and ‘metastasis’ in the *in silico* gene cluster analysis (Fig. 3C). Further putative upstream regulators from the URA, which were chosen for functional analysis in the following due to their association to fibrotic and cancerous diseases, comprised epidermal growth factor (EGF), basic fibroblast growth factor (FGF) 2, and platelet derived growth factor (PDGF)-BB. EGF, was predictively activated in the invading fibroblast fraction with a p-value ^96 hours ^= 10.0 × 10^−6^ and a p-value ^72 hours ^= 4.8 × 10^−5^ (Fig. 5A), while its receptor EGFR was also predicted to be activated (p-value ^96 hours ^= 6.3 × 10^−9^ and a p-value ^72 hours ^= 4.0 × 10^−5^) (supplementary Table 1). In our transcriptomic invasion signature, FGF2 was another highly ranked candidate in the predicted list of upstream regulators (p-value ^96 hours ^= 7.0 × 10^−8^ and p-value ^72 hours ^= 2.8 × 10^−5^), which was associated with fibrotic or cancerous diseases. Furthermore, PDGF-BB was predicted to be activated based on the invasion signature with p-value ^96 hours ^= 3.8 × 10^−6^ and a p-value ^72 hours ^= 2.3 × 10^−5^. Grounded on these computational predictions of activated upstream regulators, we next performed functional confirmative studies *in vitro*. Therefore, the invasive capacity of MLg fibroblasts was assessed by using the automated software-based invasion assay recently established in our lab^19^. The fibroblasts were treated with the particular growth factor and the invasion capacity was measured after 72 hours total invasion time as previously described^19^. TGFβ1 (1 and 5 ng/ml) significantly enhanced the fibroblast invasion capacity to 138.2 ± 28.7% (p-value ≤ 0.01) and 141.7 ± 38.1% (p-value ≤ 0.01), compared to untreated controls (Fig. 5B). EGF (10 and 50 ng/ml) significantly increased the cellular invasion to 178 ± 57.0% and 193.3 ± 64.2% (p-value ≤ 0.05), respectively (Fig. 5C). FGF2 exhibited the strongest significant effect on the invasion capacity with a mean relative induction of 246.8 ± 58.9% (10 ng/ml) (p-value ≤ 0.05) and 235.0 ± 64.2% (50 ng/ml) (p-value ≤ 0.05) (Fig. 5D). PDGF-BB (5 and 25 ng/ml) initiated a significant effect of 114.4 ± 17.6% (p-value ≤ 0.05) and 134.9 ± 23.0% (p-value ≤ 0.001) relative invasion (Fig. 5D). Supplementary Fig. S1 depicts representative images of either untreated or TGFβ1-, and FGF2-treated fibroblasts invading the collagen gel. Next, we used immunoblot analyses to demonstrate expression of the receptors for the above identified growth factors in lung fibroblasts. Protein expression of TGFβRI and II, EGFR, FGFR1 and 2, as well as PDGFRα and β was assessed in fibroblasts cultured on the 3D collagen matrix at the time of cell treatment. In addition, the expression levels of these receptors upon invasion were extracted from the microarray data for 72 and 96 hours of invasion (Fig. 6). While mRNA expression levels of TGFβRII and EGFR were detected but significantly reduced in invading cells at both time-points, FGFR1 and FGFR2 mRNA levels were increased. 

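Tgfbr2, the type II receptor of TGFβ, had a linear signal of 1785 ± 84.6 in the invading and 2296 ± 124 in the non-invading fraction at 72 hours (mean and SD, n = 4), and of 1695 ± 166 and 2567 ± 172 at 96 hours (n = 5). Its ratios were 0.777 (adjusted p = 0.0063 from limma) and 0.659 (adjusted p = 0.00024). Egfr, the receptor of EGF, stood at 1938 ± 153 and 2610.2 ± 223 at 72 hours and at 1875 ± 112 and 2963 ± 184 at 96 hours, with ratios of 0.743 (adjusted p = 0.009) and 0.633 (adjusted p = 5.4e-05). At 96 hours replicate 1 lay above the other 4 in the non-invading fraction for Tgfbr2 and in the invading fraction for Egfr. Fgfr1, a receptor of FGF2, rose from 2497 ± 35.4 to 3323 ± 318 at 72 hours and from 2167 ± 135 to 2779.8 ± 163 at 96 hours, with ratios of 1.33 (adjusted p = 0.0069) and 1.28 (adjusted p = 0.0014). Fgfr2 rose at 96 hours, from 516 ± 30.9 to 679 ± 36.6 (ratio 1.32, adjusted p = 0.00069). At 72 hours it stood at 638 ± 23.5 in the invading and 577 ± 63.1 in the non-invading fraction (ratio 1.11, 95% confidence interval from 0.961 to 1.28, adjusted p = 0.25), and passed with every array centred on its median (adjusted p = 0.062) or without non-invading replicate 4 (adjusted p = 0.086), within a range over all alternatives of 0.062 to 0.49. The difference between times in its log2 ratio was 0.25 (adjusted p = 0.48). Tgfbr1 had ratios of 0.85 and 0.95, Fgfr3 of 1.03 and 1.05 and Fgfr4 of 1.05 and 1.01, with adjusted p between 0.16 and 0.91. Fgfr3 passed at 96 hours with quantile normalization again (adjusted p = 0.014) and median centring (adjusted p = 0.017), within a range over all alternatives of 0.014 to 0.59. Tgfbr1 passed at 72 hours in 1 fit over all 18 samples (adjusted p = 0.079) and without invading replicate 2 (adjusted p = 0.06), within a range of 0.06 to 0.33.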

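Pdgfra, a receptor of PDGF, had a linear signal of 5242 ± 473 in the invading and 5749 ± 729.6 in the non-invading fraction at 72 hours (mean and SD, n = 4), and of 5753 ± 327 and 6245 ± 477 at 96 hours (n = 5). Its ratios were 0.914 (95% confidence interval from 0.764 to 1.09, adjusted p = 0.44 from limma) and 0.922 (interval from 0.832 to 1.02, adjusted p = 0.21). Pdgfrb, which binds PDGF-BB, stood at 4416 ± 335 and 3659 ± 209 at 72 hours, a ratio of 1.21 (interval from 1.06 to 1.37, adjusted p = 0.038), with every invading sample above all non-invading samples. At 96 hours it stood at 4246 ± 292 and 4036 ± 198, a ratio of 1.05 (interval from 0.953 to 1.16, adjusted p = 0.43). At 96 hours Pdgfra passed with quantile normalization again (adjusted p = 0.05, range over all alternatives 0.05 to 0.98) and Pdgfrb with median centring (adjusted p = 0.025, range 0.025 to 0.67). The difference between times in the log2 ratio of Pdgfrb was -0.20 (adjusted p = 0.58).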

PDGFRα and β were expressed, but unchanged during invasion. Taken together, we have generated and identified, using a novel high content 3D invasion assay, a specific transcriptome signature of fibroblast invasion that shows a strong relation to invasive diseases, such as fibrosis and cancer.

## Discussion

The dynamic processes of tissue remodelling and repair that take place as a physiological response to tissue injury depend on an active and versatile fibroblast phenotype that ultimately restores normal tissue architecture and homeostasis^28^. Conversely, aberrantly activated fibroblasts are known to be involved in the initiation and progression of most malignant diseases such as cancer and fibrosis^6^,^16^,^29^. One substantial feature of activated fibroblasts is their increased invasive capacity^2^,^14^. The herein identified invasion signature included several genes that were previously reported to play essential roles for cellular invasion. In the expression profile of the invading fibroblast, the interstitial collagenase MMP13 and TGFβ1 were found to be significantly up-regulated while Cav1, Pten, and Sfrp1 were down-regulated on mRNA level. Finding MMP13 as one of the most highly up-regulated transcript in the invasion signature indicates that ECM degradation likely assists in the process of fibroblast invasion in the 3D invasion model. 

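Of 22 matrix metalloproteinases measured 12 higher and 1 lower were found at 72 hours and 11 higher and 1 lower at 96 hours (13 higher and 1 lower, and 13 higher and 1 lower, adjusted over the list alone). Mmp10, Mmp13 and Mmp3 were named by the study from these arrays, so the list is not independent evidence of its direction. Besides Mmp3 and Mmp13, Mmp10 had a log2 ratio of 1.73 at 96 hours (standard error 0.2, adjusted p = 2e-04 from limma), the gelatinase Mmp9 one of 1.08 (standard error 0.14, adjusted p = 0.00029) and Mmp11, a stromelysin, one of 0.79 at 72 hours (standard error 0.11, adjusted p = 0.0022). The medians of the list were 0.25 and 0.16. Its set test gave adjusted p = 1.2e-05 at 72 hours and 3e-05 at 96 hours, but adjusted p = 0.26 with an estimated correlation at 72 hours and adjusted p = 0.11 with an estimated correlation at 96 hours. In the mean of the list at 96 hours, invading replicate 2 and non-invading replicate 1 lay above the others of their groups. Among 13 protease inhibitors and genes of the plasminogen system 2 higher and 2 lower were found at 72 hours and 5 higher and 3 lower at 96 hours (2 higher and 3 lower, and 5 higher and 3 lower, adjusted over the list alone). Serpina3n was named by the study from these arrays, so the list is not independent evidence of its direction. Timp1, a soluble inhibitor of metalloproteinases, had a log2 ratio of 0.40 at 96 hours (standard error 0.066, adjusted p = 0.0012), while Timp3 was lower at 72 hours as well (-0.75, standard error 0.094, adjusted p = 0.0014). Here camera gave adjusted p = 0.94 at 72 hours and 0.36 at 96 hours. Of 41 collagens and other matrix genes of fibroblasts 4 higher and 14 lower were found at 72 hours and 8 higher and 15 lower at 96 hours (5 higher and 17 lower, and 8 higher and 16 lower, adjusted over the list alone). Ogn was named by the study from these arrays, so the list is not independent evidence of its direction. Col12a1, a collagen on the surface of fibrils, had log2 ratios of -1.29 and -0.91, Col11a1, a collagen within fibrils, of -0.57 and -0.68, and Col18a1, a collagen of basement membranes, of 0.61 and 0.46. Sparcl1, a matricellular protein, stood at 1.10 at 96 hours. For the matrix genes camera gave adjusted p = 0.016 at 72 hours and 0.22 at 96 hours, but adjusted p = 0.68 with an estimated correlation at 72 hours. Above a signal of 100 (0.13) and without invading replicate 4 (0.16) this call at 72 hours ended too, and its adjusted p ran from 0.0016 to 0.68 over all alternatives. At 96 hours the median of 0.03 and the mean of -0.09 differ in sign. Of 20 integrins and related genes, which bind cells to the matrix, 2 higher and 5 lower were found at 72 hours and 5 higher and 6 lower at 96 hours (2 higher and 6 lower, and 5 higher and 7 lower, adjusted over the list alone). Itgbl1 was named by the study from these arrays, so the list is not independent evidence of its direction. Itgb3, a subunit of vitronectin receptors, had ratios of 1.51 and 1.47, and Itgbl1 of 0.579 and 0.502. Itga7, a subunit of laminin receptors, had a log2 ratio of -0.86 at 96 hours. Itga1, a subunit of collagen receptors, had one of -0.65, a call whose adjusted p failed without invading replicate 1 (0.15) or 2 (0.14) and without non-invading replicate 3 (0.12), within a range over all alternatives of 0.022 to 0.15, at 72 hours. The set test gave adjusted p = 0.2 at 72 hours and 0.43 at 96 hours, and in the mean of the list invading replicate 4 of 72 hours lay below, and invading replicate 1 of 96 hours above, the others of its group.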

In a pathophysiological context, MMP13 expression in invading fibroblasts was found to not only drive their own invasion, but also influences the invasive capacity of carcinoma cells as indicated by MMP13 expression in subsets of activated carcinoma-associated fibroblasts (CAFs)^20^,^30^. Up-regulation of MMP13 together with MMP1 and MMP7^31^ in lung homogenates occurs in IPF, with the main cellular source of MMP13 being the lung epithelium and interstitial spaces^32^. Additionally, Cav1 and Pten, which were widely studied in the context of fibrosis and cancer, as well as cellular invasion, were included in our list of differentially expressed targets upon invasion^25^,^26^,^33^,^34^,^35^. Activated fibroblasts in IPF were reported to exhibit decreased Pten expression, correlating with increased αSMA levels^36^. Furthermore, α5β1 integrin-mediated invasion of lung fibroblasts was found to be circumvented through the reactivation of Pten activity by α4β1 integrin^25^. Pten also acts as stabilizer of junctional complexes in epithelial kidney cells, thereby preventing transformation to an invasive phenotype^26^. Furthermore, Pten was reported to suppress 2D cell migration and invasion in Boyden chamber *in vitro* assays in fibroblasts^37^,^38^. Interestingly, using our 3D invasion assay, protein expression of Pten did not correlate with the down-regulation of Pten on transcript level upon invasion, but remained unchanged when comparing invading with non-invading fibroblasts. This could advocate a more complex regulation of protein expression of Pten on various levels, including translation, protein stability and its turnover, or epigenetic mechanisms, all of which might be altered upon cellular invasion. Actually, the expression of Pten was reported to be regulated by miR-18a in a stiffness-dependent manner^39^, which could influence and alter its expression levels when using soft 3D matrices, such as collagen I. In IPF, down-regulation of Pten in fibroblastic foci was found to be accompanied by decreased Caveolin 1 (Cav1) levels. Diminished Cav1 thereby reduce membrane-associated Pten, which in turn favours the activation of PI3K/Akt signal pathway^40^. Furthermore, Sfrp1 was found to be down-regulated upon fibroblast invasion. 

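The list of Wnt antagonists and targets held 21 measured genes. Of these genes 3 higher and 2 lower were found at 72 hours and 4 higher and 3 lower at 96 hours (3 higher and 2 lower, and 4 higher and 3 lower, adjusted over the list alone). Sfrp1 was named by the study from these arrays, so the list is not independent evidence of its direction. Ccn4, a matricellular target of the pathway, had log2 ratios of -0.65 (standard error 0.085, adjusted p = 0.0016 from limma) and -0.71 (standard error 0.15, adjusted p = 0.006). Sp5, a transcription factor induced by Wnt, had log2 ratios of 0.40 (standard error 0.097, adjusted p = 0.02) and 0.29 (standard error 0.077, adjusted p = 0.017). The set test of the list gave adjusted p = 0.64 at 72 hours and 0.35 at 96 hours, with medians of 0.08 and 0.12.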

Sfrps are a family of glycoproteins that can trigger Wnt signalling cascades by binding to Wnt ligands and Frizzled receptors^41^. Transcriptional silencing of Sfrp1 was previously reported in non-small cell lung cancer^42^ and in fibroblasts derived from keloid lesions^43^, Systemic Sclerosis (SSc)^44^, and IPF fibrotic lungs^45^. In breast cancer, ectopic expression of Sfrp1 in highly invasive human derived MDA-MB-231 adenocarcinoma cells decreased the migratory potential of the cells and impaired tumour outgrowth, and blocked lung metastases^24^. Reduction of Sfrp1 expression by TGFβ1 treatment with a concomitant increase in cell invasion and migration was reported in A549 human lung adenocarcinoma cell line^46^. We also identified TGFβ1, one of the best characterized profibrotic mediators, to be up-regulated in the invasion signature^47^. Here, TGFβ1 was found to be predictively associated with the functional clusters ‘invasion of cell’, ‘idiopathic pulmonary fibrosis (IPF)’, and ‘metastasis’. As the mere expression level of upstream regulators such as TGFβ1 was found to be significantly higher in invading fibroblasts, we aimed to validate the functional relevance of the generated invasion signature by using a systematic approach (Upstream Regulator Analysis (URA), Ingenuity). URA has frequently been used in the literature^48^,^49^,^50^. URA enables to elucidate upstream biological causes to gene-expression datasets and thus allows interpretation of gene expression data beyond gene cluster enrichment^27^. Using such causal networks in order to identify biological cause-effect relationships based on gene expression data is more powerful and relevant than looking at changes in gene expression levels alone^27^. The URA of differentially expressed genes comparing invading to non-invading fibroblasts provided us with an activation list of upstream regulators of various molecule types such as cytokines, chemical drugs, kinases, transcriptional regulators, growth factors, and others. The activation of the upstream regulators is entirely based on prediction grounded on the Ingenuity Knowledge Base, which is a large collection assembled from already published findings or third-party databases. Therefore, from the list of predictively activated upstream regulators, we functionally tested several cancer- and/or fibrosis-associated growth factors in our 3D invasion assay. Consistent with the URA prediction of our experimentally derived invasion signature, TGFβ1 induced fibroblast invasion. Taking into consideration that activated, invading fibroblasts in the 3D invasion model express higher levels of TGFβ1, this invading fibroblast phenotype may initiate the activation of adjuvant fibroblasts in a pathophysiological context. Besides TGFβ1, the identification and functional verification of additional cancer or fibrosis-associated factors, EGF, FGF2 and PDGF-BB, further confirmed the functional relevance of the invasion signature. In fibrotic and cancerous diseases, epidermal growth factor (EGF) represents one potent inducer of cellular invasion, which was also shown for breast and prostate cancer cells, oral carcinoma cells^51^, and human dermal fibroblasts^52^. Moreover, FGF2 was reported to be highly expressed in osteosarcoma-associated stromal cells^53^, and the expression of FGF2 was shown to be enhanced in renal fibrosis^54^ as well as in bronchoalveolar lavage fluid of IPF patients^55^. Furthermore, the inhibition of fibroblast growth factor receptor (FGFR) 1, the predominant receptor for FGF2, ameliorated hepatic fibrosis in a rodent model^56^. Another highly ranked candidate predicted to be an activated upstream regulator in our transcriptomic invasion signature was PDGF-BB. Most recently, PDGF-BB/PDGFR-β signalling was reported to contribute to fibrocyte migration in pulmonary fibrosis^57^. In addition, an involvement of this signalling cascade was suggested for cervical cancer^58^. Furthermore, it was suggested that cancer cells, secreting high amounts of PDGF activate adjuvant fibroblasts through a paracrine mechanism^59^. As of now the exact mechanisms that regulate fibroblast activation and their role in the initiation and progression of diseases such as fibrosis and cancer are not fully understood. Anyway, fibroblasts might be a potent target for therapeutic intervention. As such, the transcriptomic invasion signature of fibroblasts presented in our study describes the invading phenotype to unprecedented detail and provides a powerful repository for future studies on fibroblast invasiveness and the feasibility of defining therapeutic strategies in targeting activated fibroblasts. In particular, secreted proteins such as MMP13 or Sfrp1, may represent promising therapeutic targets in pathologies exhibiting fibroblast invasion. By systematically analysing the interactome of the components identified herein, we will be able to further refine the mechanistic processes involved in fibroblast activation and invasion.

## Material and Methods

### Antibodies

For immunoblotting the following primary (1) and secondary antibodies (2) were used: (1) caveolin 1 (anti-cav1 (D46G3) XP, mono-clonal, rabbit, Cell Signalling (Danvers, MA, USA), 1:1,000), EGFR (anti-EGFR (D38B1), mono-clonal, rabbit, Cell Signalling, 1:1,000), FGFRI (anti-FGFRI (Ab-154), poly-clonal, rabbit, Sigma, 1:200), FGFRII (anti-FGFRII (CD332), poly-clonal, rabbit, Thermo Scientific (Rockford, IL, USA), 1:1,000), PDGFRα (anti- PDGFRα (C-20), poly-clonal, rabbit, Santa Cruz (Dallas, TX, USA), 1:500), PDGFRβ (anti- PDGFRβ (958), poly-clonal, rabbit, Santa Cruz, 1:1,000), Pten (138G6), mono-clonal, rabbit, Cell Signalling, 1:1,000), Sfrp1 (anti-Sfrp1(EPR7003), mono-clonal, rabbit, Abcam (Cambridge, UK), 1:1,000), TGFβ1 (anti-TGFβ1 (ab9758), Abcam, poly-clonal, rabbit, 1:200), TGFβRI (anti- TGFβRI (H-100), poly-clonal, rabbit, Santa Cruz, 1:1,000), TGFβRII (anti- TGFβRII (D-2), mono-clonal, mouse, Santa Cruz, 1:1,000) and monoclonal mouse anti-β-Actin-Peroxidase (AC-15, Sigma, 1:10,000); (2) goat anti-rabbit and goat anti-mouse IgG conjugated to horseradish peroxidase (Cell Signalling, 1:10,000) as secondary antibody.

### Cell Culture

Mouse lung fibroblasts, MLg (MLg 2908) were purchased from ATCC (Manassas, VA, USA) (CCL-206) and cultivated in DMEM/HAM’s F12 (catalog# E15-813, PAA (Pasching, Austria)) medium containing 10% FBS (PAA). For isolation of primary human lung fibroblasts, specimens from lung lobes or segmental lung resections were dissected into pieces of 1–2 mm^2^ in size and digested by 5 mg of Collagenase I (Biochrom (Berlin, Germany)) at 37 °C for 2 hours. Subsequently, samples were filtered through nylon filters with a pore size of 70 μm (BD Falcon, (Bedford, MA, USA)). Filtrates, containing the cells, were centrifuged at 400 g, 4 °C for 5 minutes. Pellets were resuspended in DMEM/F-12 medium (Gibco, (Darmstadt, Germany)) supplemented with 20% fetal bovine serum (PAA) and plated on 10 cm cell-culture dishes and subsequently cultured to a confluence of 80–90% in DMEM/HAM’s F12 medium containing 20% FBS. All cells were cultivated under standard conditions (5% CO_2_ and 37 °C). MLg fibroblasts and primary cells were not used at passage numbers higher than 15 and 10, respectively.

### 3D Collagen Invasion Assay

3D cell culture assays were performed as previously described^19^. 2 × 10^4^ cells per well were seeded on top of the matrix and left for invasion under standard conditions (37 °C, 5% CO_2_) in DMEM/HAM’s F12 medium containing 5% FBS. Treatment of cells with recombinant epidermal growth factor (EGF) (Sigma), transforming growth factor beta-1 (TGFβ1) (R&D, Minneapolis, MN, USA)), fibroblast growth factor (FGF) 2 (R&D) or platelet derived growth factor (PDGF) BB (life technologies; Carlsbad, USA) was accomplished by treating cells with 10–50 ng/ml EGF and FGF2, 1–5 ng/ml TGFβ1, or 5–25 ng/ml PDGF-BB 24 hours after plating, and culturing them up to 72 hours in total.

### Separation Assay, Protein and mRNA Isolation from collagen-embedded Cells

The separation of invading from non-invading cells and the isolation of protein and mRNA was performed as previously described^19^. For immunoblot analysis of growth factor receptors, 5 × 10^5^ cells were plated on top of 1.5 ml polymerized collagen G (Biochrom) per well of a 6-well plate in DMEM/HAM’s F12 medium containing 5% FBS. Protein isolation was performed 24 hours after plating, as described before^19^.

### mRNA Isolation and qRT-PCR

mRNA from fibroblasts, cultured in the 3D cell culture model, was isolated as previously described^19^. Mouse primer sequences: GTGCGAGCCGGTCATGCAGT (Sfrp1_fw), CACACGGTTGTACCTTGGGGC (Sfrp1_rev), TGTGTCCGTCGTGGATCTGA (GAPDH_fw), CCTGCTTCACCACCTTCTTGA (GAPDH_rev), CGACGACGTGGTCAAGATTGACTTT (Cav1_fw), TGCACGGTACAACCGCCCAG (Cav1_rev), ATCCCTTGATGCCATTACCA (MMP13_fw), AAGAGCTCAGCCTCAACCTG (MMP13_rev), GTGGACCGCAACAACGCC (TGFβ1_fw), TGGGGGTCAGCAGCCGGT (TGFβ1_rev), TCAGTGGCGGAACTTGCAATCCT (Pten_fw), CGCCGCGTGGGTCCTGAAT (Pten_rev). Human primer sequences: GGACCGGCCCATCTACCCGT (Sfrp1_fw), ACACCGTTGTGCCTTGGGGC (Sfrp1_rev), TGACCTCAACTACATGGTTTACATG (GAPDH_fw), TTGATTTTGGAGGGATCTCG (GAPDH_rev), GGACATCTCTACACCGTTCCC (Cav1_fw), CTTGACCACGTCATCGTTGAG (Cav1_rev), AGGCTCCGAGAAATGCAGTC (MMP13_fw), ATCAGGAACCCCGCATCTTG (MMP13_rev), TTCGCCTTAGCGCCCACTGC (TGFβ1_fw), GGCCGGTAGTGAACCCGTTG (TGFβ1_rev), TGGCGGAACTTGCAATCCTCAGT (Pten_fw), TCCCGTCGTGTGGGTCCTGA (Pten_rev). cDNA was synthesized with the GeneAMP PCR kit (Applied Biosystems (Foster City, CA, USA)) utilizing random hexamers using 1 μg of isolated RNA for one reaction. Denaturation was performed in an Eppendorf Mastercycler with the following settings: lid = 45 °C, 70 °C for 10 minutes and 4 °C for 5 minutes. Reverse transcription was performed in an Eppendorf Mastercycler with the following settings: lid = 105 °C, 20 °C for 10 minutes, 42 °C for 60 minutes and 99 °C for 5 minutes. qRT-PCR reactions were performed in triplicates with SYBR Green I Master in a LightCycler® 480II (Roche (Risch, Switzerland)) with standard conditions: 95 °C for 5 min followed by 45 cycles of 95 °C for 5 s (denaturation), 59 °C for 5 s (annealing) and 72 °C for 20 s (elongation). Target genes were normalized to GAPDH expression.

### Microarray

For microarray analysis, total RNA was isolated with the miRNeasy mini kit® according to the manufacturer’s protocol (Qiagen (Hilden, Germany)). RNA quality was accessed by the Agilent 2100 Bioanalyzer and only high quality RNA (RIN > 8) was used for microarray analysis. Total RNA (150 ng) was amplified using the Ambion WT Expression Kit and the WT Terminal Labeling Kit (Affymetrix (Santa Clara, USA)). Amplified cDNA (2.75 μg) was hybridized on Affymetrix Mouse Gene 1.0 ST arrays containing about 28,000 probe sets. Staining (Fluidics script FS450_0007) and scanning was done according to the Affymetrix expression protocol. For the statistical transcriptome analysis, expression console (Affymetrix) was used for quality control and to obtain annotated normalized RMA gene-level data (standard settings including sketch-quantile normalisation). Array data has been submitted to GEO (GSE55322).

### Protein Isolation, SDS-PAGE and Western Blotting

Protein from fibroblasts, cultured in the 3D cell culture model, was isolated as previously described^19^. Samples were mixed with 50 mM Tris-HCl, pH 6.8, 100 mM DTT, 2% SDS, 1% bromphenol blue, and 10% glycerol, and proteins were separated using standard SDS-10% PAGE. For immunoblotting, proteins were transferred to PVDF (Millipore (Billerica, MA, (USA)), 0.45 μm or 0.2 μm) membranes, which were blocked with 5% milk in TBST (0.1% Tween 20/TBS) and incubated with primary, followed by HRP-conjugated secondary antibodies over night at 4 °C and at room temperature for 1 hour, respectively.

### *In silico* analysis

Regulated gene sets from the microarray data were analyzed through the use of IPA (Ingenuity® Systems, www.ingenuity.com). The ‘disease and function’ ontology was used to determine significantly enriched terms (p > 0.01, Right-tailed Fisher’s exact test). Upstream regulator activation analysis (URA) implemented in IPA was used to predict activators that are directly or indirectly connected to the dataset of genes. Upstream regulators with a p-value of overlap ≤ 0.0001 and a positive activation z-score at both timepoints were considered activated.

### Statistics

Statistical analysis was performed using GraphPad Prism4 (GraphPad Software). Data are presented as mean ± s.d. Statistical analysis was performed using unpaired and paired t-tests (two-tailed) or One way ANOVA with Dunnett’s multiple comparison test. For microarray experiments statistical analyses were performed by utilizing the statistical programming environment R implemented in CARMAweb^60^. Genewise testing for differential expression was done employing limma t-test and Benjamini-Hochberg multiple testing correction (FDR < 10%). Right-tailed Fisher Exact Test was utilized for statistical analysis on the Ingenuity Pathways Analysis (IPA) platform (Ingenuity Systems (Redwood City, CA, USA)).

## Additional Information

**How to cite this article**: Oehrle, B. *et al.* Validated prediction of pro-invasive growth factors using a transcriptome-wide invasion signature derived from a complex 3D invasion assay. *Sci. Rep.* **5**, 12673; doi: 10.1038/srep12673 (2015).

**Accession codes**: GEO (GSE55322)

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
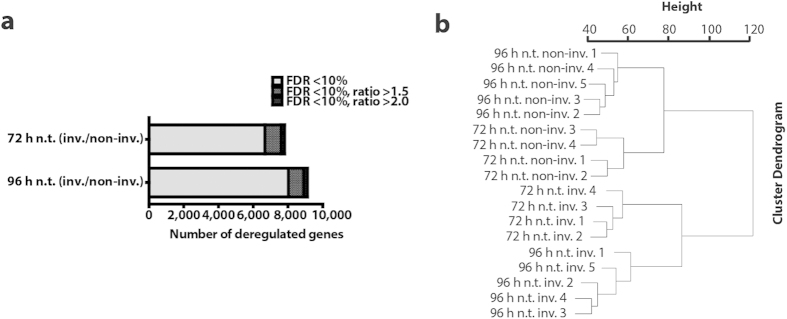
Analysis of differentially regulated targets of invading vs non-invading fibroblasts and hierarchical clustering. After 72 hours of invasion, 1,086 targets with expression ratios greater than 1.5-fold and 163 targets regulated greater than 2-fold were identified in the invading fraction. After 96 hours, an altered regulation of 1,049 probes with expression ratios greater than 1.5-fold and 182 greater than 2-fold were identified. The FDR for all of these targets was lower than 10%. The proportion of genes with expression ratios of 1 <> 1.5 between invading (inv.) and non-invading (non-inv.) phenotypes are depicted in light grey. The amount of targets with an expression ratio of >1.5 and >2 is represented in dark grey and black, respectively **(a)**. Hierarchical clustering distinguished two main clusters: invading (inv.) and non-invading (non-inv.) and two sub-clusters: 72 and 96 hours. The cluster dendrogram was conducted with R using the script hclust, on RMA data filtered for expression values >100 in at least one sample **(b)**.

**Figure 2:**
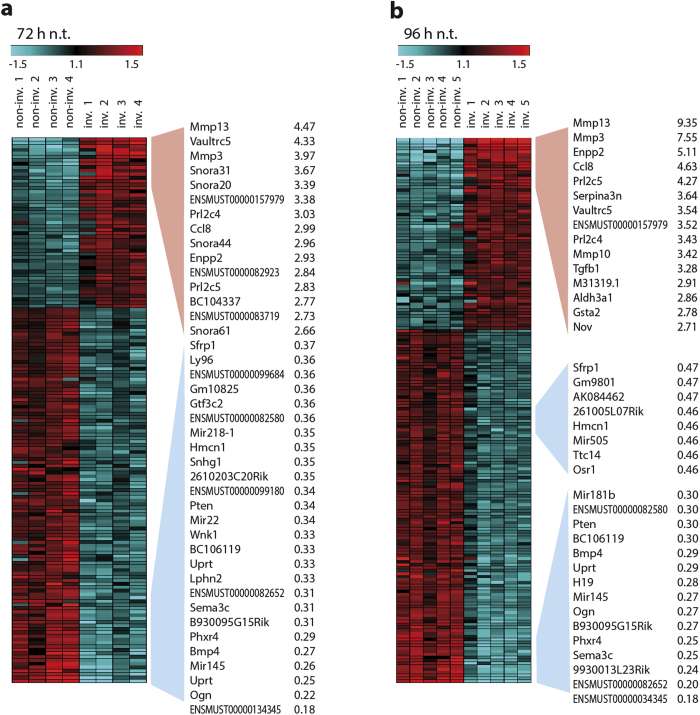
Transcriptome analysis (Affymetrix mouse gene ST 1.0 array) of fibroblast invasion. Separation and cell-lysis of MLg fibroblasts was performed 72 **(a)** and 96 hours **(b)** after plating the cells on top of the 3D collagen matrix. The displayed heatmaps show the top significantly up-, and down-regulated genes (>2-fold) that were found in the microarray analyses. Low and high expressed targets in the heatmap are depicted in blue and red, respectively. Each column represents one independent experiment. (n.t. = non-treated; non-inv. = non-invading fibroblasts; inv. = invading fibroblasts).

**Figure 3:**
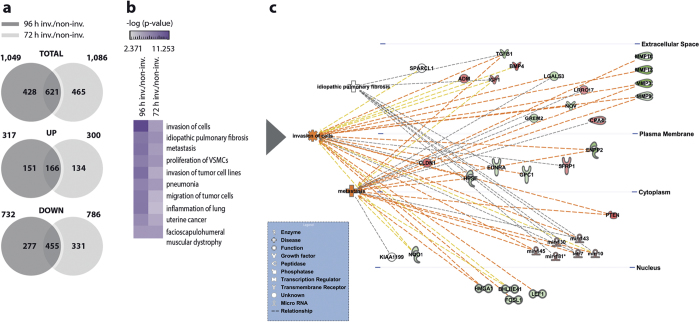
A time-dependent gene expression overlap of the conducted microarrays at 72 and 96 hours and predictive *in silico* analysis. Venn diagrams depict the expression overlap in deregulated genes (>1.5x) comparing the expression ratios of invading (inv.) and non-invading (non-inv.) fibroblasts at 96 hours and 72 hours after invasion. Note, 621 targets were found to overlap which comprise 166 up- and 455 down-regulated genes **(a)**. An IPA generated heatmap that shows the ten most significantly over-represented ‘disease processes’ and ‘biological functions’ including ‘invasion of cells’, ‘idiopathic pulmonary fibrosis’, and ‘metastasis’ **(b)**. Causal network analysis of underlying pathways of ‘invasion of cells’, ‘idiopathic pulmonary fibrosis’, and ‘metastasis’. Targets that were significantly up-, or down-regulated in the invading fibroblast phenotype are represented in green and red, respectively. The dashed orange lines illustrate activating relationships, yellow lines point out findings that are inconsistent with the state of downstream molecules, and grey lines indicate that the mode of effect is not defined **(c)**.

**Figure 4:**
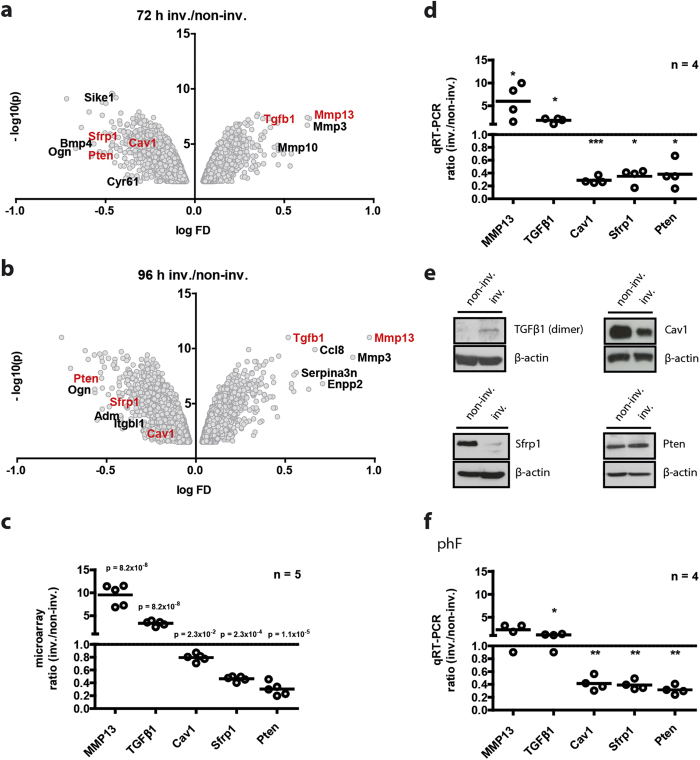
Expression levels of selected genes from the microarray analyses and validation by qRT-PCR and immunoblotting. Volcano plots depict the significantly differentially regulated probesets in the invading fraction at 72 **(a)** and 96 hours **(b)** time-points. Targets, used for microarray verification by qRT-PCR are highlighted in red. Here, the expression ratios derived from the microarray data are shown for a selected group of genes reportedly known to be functionally involved in the invasion of cells. The graph depicts the up-regulated targets in the invading fraction that is MMP13 (9.5x) and TGFβ1 (3.3x), as well as the down-regulated targets Cav1 (0.8x), Pten (0.3x) and Sfrp1 (0.5x) (n = 5). Data are shown with Benjamini-Hochberg (BH)-adjusted p-values. Genewise testing for differential expression employed the limma t-test and Benjamini-Hochberg multiple testing correction (FDR < 10%) **(c)**. qRT-PCR analyses confirming the differential expression of a selected group of genes (MMP13, TGFβ1, Cav1, and Pten) with the differential expression data derived from the microarrays. The data represent the fold induction values of the ratio between invading and non-invading fibroblasts. Data are shown as mean values from four independent experiments (n = 4). Statistical analysis: paired t-test. *p < 0.05 and ***p < 0.001 **(d)**. Representative immunoblots of TGFβ1, Cav1, Sfrp1 and Pten in invading (inv.) and non-invading (non-inv.) mouse lung fibroblasts on protein level. Immunoblots were cropped to improve clarity. Uncut blots are depicted in supplementary Fig. S2 **(e)** in invading (inv.) and non-invading (non-inv.) mouse lung fibroblasts. qRT-PCR analyses in inv. primary human fibroblasts (phF) reveals a similar deregulation of MMP13, TGFβ1, Cav1, Sfrp1 and Pten as found in the MLg fibroblasts **(f)**. Data shown represent mean values from four independent experiments (n = 4). Statistical analysis: paired t-test. *p < 0.05 and **p < 0.01.

**Figure 5:**
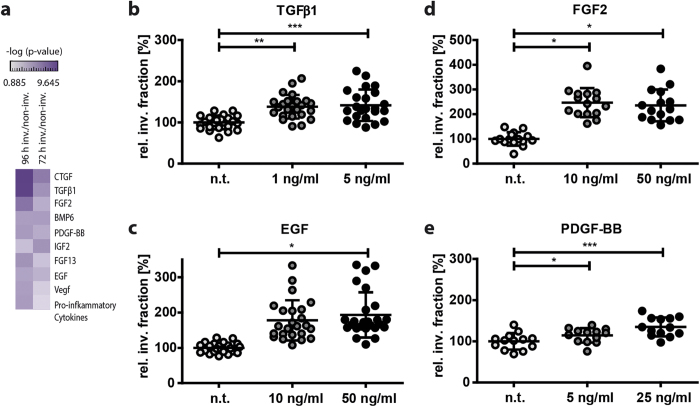
Causal network analysis, the identification and validation of pro-invasive growth-factors in the invasion signature of fibroblasts. A heatmap that indicates a ranking of physiological upstream regulators (filtered for ‘growth factors’) according to their p-values for gene expression data at 72 and 96 hours upon invasion (**a**). The predicted activated upstream regulators were functionally confirmed *in vitro* by a 3D invasion assay. Therefore, the invasive capacity of MLg fibroblasts was assessed by software-based quantification of the number of fibroblast nuclei (stained with DAPI) within and on top of the collagen matrix of 3D reconstructed confocal z-stacks. Fibroblasts were treated and left to invade the 3D collagen matrices for 48 hours. TGFβ1 (1 and 5 ng/ml), FGF2 (10 and 50 ng/ml), PDGF-BB (5 and 25 ng/ml) and EGF (10 and 50 ng/ml) were tested in the invasion assay (**b**-**e**). The data shown represent mean values (s.d.) from three to five independent experiment (n = 3–5) including five technical replicates each. (n.t. = non-treated). Statistical analysis: One way ANOVA with Dunnett’s multiple comparison test. *p < 0.05, **p < 0.01, and ***p < 0.001.

**Figure 6:**
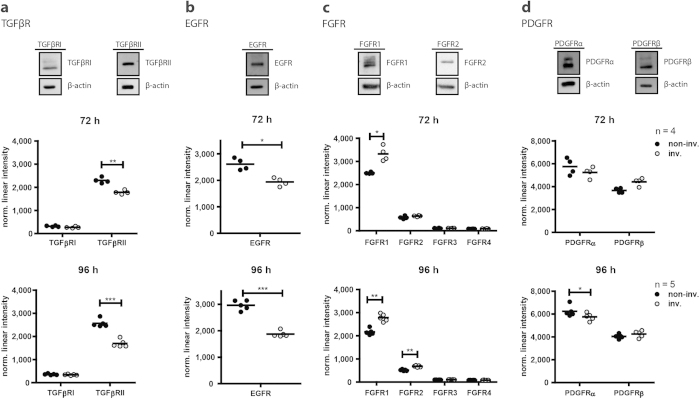
Expression levels of growth factor receptors. The baseline expression levels of transforming growth factor (TGF)β receptors I (TGFβRI) and II (TGFβRII), epidermal growth factor (EGF) receptor (EGFR), fibroblast growth factor (FGF) receptor 1 (FGFRI) and 2 (FGFR2), and platelet derived growth factor (PDGF) receptor alpha (PDGFRα) and beta (PDGFRβ) were determined by immunoblot analysis (**a–d** upper panel). Expression levels upon invasion at 72 hours (72 h) (**a–d** middle panel) and 96 hours (96 h) (**a–d** lower panel) were extracted from the microarray data. Statistical analysis: paired t-test. *p < 0.05, **p < 0.01, and ***p < 0.001.

## References

[b1] LauffenburgerD. A. & HorwitzA. F. Cell migration: a physically integrated molecular process. Cell 84, 359–369 (1996).860858910.1016/s0092-8674(00)81280-5

[b2] KalluriR. & ZeisbergM. Fibroblasts in cancer. Nat Rev Cancer 6, 392–401 (2006).1657218810.1038/nrc1877

[b3] BhowmickN. A., NeilsonE. G. & MosesH. L. Stromal fibroblasts in cancer initiation and progression. Nature 432, 332–337 (2004).1554909510.1038/nature03096PMC3050735

[b4] FriedlP., ZankerK. S. & BrockerE. B. Cell migration strategies in 3-D extracellular matrix: differences in morphology, cell matrix interactions, and integrin function. Microsc Res Tech 43, 369–378 (1998).985833410.1002/(SICI)1097-0029(19981201)43:5<369::AID-JEMT3>3.0.CO;2-6

[b5] SchmidtS. & FriedlP. Interstitial cell migration: integrin-dependent and alternative adhesion mechanisms. Cell Tissue Res 339, 83–92 (2010).1992126710.1007/s00441-009-0892-9PMC2784868

[b6] KlingbergF., HinzB. & WhiteE. S. The myofibroblast matrix: implications for tissue repair and fibrosis. J Pathol 229, 298–309 (2013).2299690810.1002/path.4104PMC4005341

[b7] HardieW. D., GlasserS. W. & HagoodJ. S. Emerging concepts in the pathogenesis of lung fibrosis. Am J Pathol 175, 3–16 (2009).1949799910.2353/ajpath.2009.081170PMC2708789

[b8] CoolC. D. *et al.* Fibroblast foci are not discrete sites of lung injury or repair: the fibroblast reticulum. Am J Respir Crit Care Med 174, 654–658 (2006).1679907710.1164/rccm.200602-205OCPMC2648056

[b9] NasreenN. *et al.* Pleural mesothelial cell transformation into myofibroblasts and haptotactic migration in response to TGF-beta1 *in vitro*. Am J Physiol Lung Cell Mol Physiol 297, L115–124 (2009).1941130810.1152/ajplung.90587.2008PMC2711818

[b10] ZolakJ. S. *et al.* Pleural mesothelial cell differentiation and invasion in fibrogenic lung injury. Am J Pathol 182, 1239–1247 (2013).2339948810.1016/j.ajpath.2012.12.030PMC3620419

[b11] LaurentG. J., McAnultyR. J., HillM. & ChambersR. Escape from the matrix: multiple mechanisms for fibroblast activation in pulmonary fibrosis. Proc Am Thorac Soc 5, 311–315 (2008).1840332510.1513/pats.200710-159DRPMC2643217

[b12] WillisB. C. & BorokZ. TGF-beta-induced EMT: mechanisms and implications for fibrotic lung disease. Am J Physiol Lung Cell Mol Physiol 293, L525–534 (2007).1763161210.1152/ajplung.00163.2007

[b13] CokerR. K. & LaurentG. J. Pulmonary fibrosis: cytokines in the balance. Eur Respir J 11, 1218–1221 (1998).965755710.1183/09031936.98.11061218

[b14] LiY. *et al.* Severe lung fibrosis requires an invasive fibroblast phenotype regulated by hyaluronan and CD44. J Exp Med 208, 1459–1471 (2011).2170892910.1084/jem.20102510PMC3135364

[b15] DienusK., BayatA., GilmoreB. F. & SeifertO. Increased expression of fibroblast activation protein-alpha in keloid fibroblasts: implications for development of a novel treatment option. Arch Dermatol Res 302, 725–731 (2010).2087222410.1007/s00403-010-1084-x

[b16] HanahanD. & WeinbergR. A. Hallmarks of cancer: the next generation. Cell 144, 646–674 (2011).2137623010.1016/j.cell.2011.02.013

[b17] OtrantoM. *et al.* The role of the myofibroblast in tumor stroma remodeling. Cell Adh Migr 6, 203–219 (2012).2256898510.4161/cam.20377PMC3427235

[b18] GaggioliC. *et al.* Fibroblast-led collective invasion of carcinoma cells with differing roles for RhoGTPases in leading and following cells. Nat Cell Biol 9, 1392–1400 (2007).1803788210.1038/ncb1658

[b19] BurgstallerG., OehrleB., KochI., LindnerM. & EickelbergO. Multiplex profiling of cellular invasion in 3D cell culture models. PLoS One 8, e63121 (2013).2367166010.1371/journal.pone.0063121PMC3650046

[b20] LederleW. *et al.* MMP13 as a stromal mediator in controlling persistent angiogenesis in skin carcinoma. Carcinogenesis 31, 1175–1184 (2010).1989279810.1093/carcin/bgp248PMC2893794

[b21] SabehF., LiX. Y., SaundersT. L., RoweR. G. & WeissS. J. Secreted versus membrane-anchored collagenases: relative roles in fibroblast-dependent collagenolysis and invasion. J Biol Chem 284, 23001–23011 (2009).1954253010.1074/jbc.M109.002808PMC2755707

[b22] ImaiK. *et al.* Bronchioloalveolar invasion in non-small cell lung cancer is associated with expression of transforming growth factor-beta1. World J Surg Oncol 11, 113 (2013).2370564110.1186/1477-7819-11-113PMC3664590

[b23] Lino CardenasC. L. *et al.* miR-199a-5p Is upregulated during fibrogenic response to tissue injury and mediates TGFbeta-induced lung fibroblast activation by targeting caveolin-1. PLoS Genet 9, e1003291 (2013).2345946010.1371/journal.pgen.1003291PMC3573122

[b24] MatsudaY., SchlangeT., OakeleyE. J., BoulayA. & HynesN. E. WNT signaling enhances breast cancer cell motility and blockade of the WNT pathway by sFRP1 suppresses MDA-MB-231 xenograft growth. Breast Cancer Res 11, R32 (2009).1947349610.1186/bcr2317PMC2716500

[b25] WhiteE. S. *et al.* Integrin alpha4beta1 regulates migration across basement membranes by lung fibroblasts: a role for phosphatase and tensin homologue deleted on chromosome 10. Am J Respir Crit Care Med 168, 436–442 (2003).1279158210.1164/rccm.200301-041OCPMC1997294

[b26] KotelevetsL. *et al.* Implication of the MAGI-1b/PTEN signalosome in stabilization of adherens junctions and suppression of invasiveness. Faseb j 19, 115–117 (2005).1562989710.1096/fj.04-1942fje

[b27] KramerA., GreenJ., PollardJ.Jr. & TugendreichS. Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics 30, 523–530 (2014).2433680510.1093/bioinformatics/btt703PMC3928520

[b28] HinzB. *et al.* Recent developments in myofibroblast biology: paradigms for connective tissue remodeling. Am J Pathol 180, 1340–1355 (2012).2238732010.1016/j.ajpath.2012.02.004PMC3640252

[b29] CrestaniB., BesnardV., PlantierL., BorensztajnK. & MailleuxA. Fibroblasts: the missing link between fibrotic lung diseases of different etiologies? Respir Res 14, 81 (2013).2391537410.1186/1465-9921-14-81PMC3734215

[b30] LecomteJ. *et al.* Bone marrow-derived myofibroblasts are the providers of pro-invasive matrix metalloproteinase 13 in primary tumor. Neoplasia 14, 943–951 (2012).2309762810.1593/neo.121092PMC3479839

[b31] RosasI. O. *et al.* MMP1 and MMP7 as potential peripheral blood biomarkers in idiopathic pulmonary fibrosis. PLoS Med 5, e93 (2008).1844757610.1371/journal.pmed.0050093PMC2346504

[b32] NkyimbengT. *et al.* Pivotal role of matrix metalloproteinase 13 in extracellular matrix turnover in idiopathic pulmonary fibrosis. PLoS One 8, e73279 (2013).2402385110.1371/journal.pone.0073279PMC3759404

[b33] WangX. M. *et al.* Caveolin-1: a critical regulator of lung fibrosis in idiopathic pulmonary fibrosis. J Exp Med 203, 2895–2906 (2006).1717891710.1084/jem.20061536PMC1850940

[b34] GoetzJ. G. *et al.* Biomechanical remodeling of the microenvironment by stromal caveolin-1 favors tumor invasion and metastasis. Cell 146, 148–163 (2011).2172978610.1016/j.cell.2011.05.040PMC3244213

[b35] TamuraM. *et al.* Inhibition of cell migration, spreading, and focal adhesions by tumor suppressor PTEN. Science 280, 1614–1617 (1998).961612610.1126/science.280.5369.1614

[b36] WhiteE. S. *et al.* Negative regulation of myofibroblast differentiation by PTEN (Phosphatase and Tensin Homolog Deleted on chromosome 10). Am J Respir Crit Care Med 173, 112–121 (2006).1617963610.1164/rccm.200507-1058OCPMC1434700

[b37] LilientalJ. *et al.* Genetic deletion of the Pten tumor suppressor gene promotes cell motility by activation of Rac1 and Cdc42 GTPases. Curr Biol 10, 401–404 (2000).1075374710.1016/s0960-9822(00)00417-6

[b38] TamuraM., GuJ., TakinoT. & YamadaK. M. Tumor suppressor PTEN inhibition of cell invasion, migration, and growth: differential involvement of focal adhesion kinase and p130Cas. Cancer Res 59, 442–449 (1999).9927060

[b39] MouwJ. K. *et al.* Tissue mechanics modulate microRNA-dependent PTEN expression to regulate malignant progression. 20, 360–367 (2014).10.1038/nm.3497PMC398189924633304

[b40] XiaH. *et al.* Pathologic caveolin-1 regulation of PTEN in idiopathic pulmonary fibrosis. Am J Pathol 176, 2626–2637 (2010).2039544510.2353/ajpath.2010.091117PMC2877826

[b41] EsteveP. & BovolentaP. The advantages and disadvantages of sfrp1 and sfrp2 expression in pathological events. Tohoku J Exp Med 221, 11–17 (2010).2044843610.1620/tjem.221.11

[b42] FukuiT. *et al.* Transcriptional silencing of secreted frizzled related protein 1 (SFRP 1) by promoter hypermethylation in non-small-cell lung cancer. Oncogene 24, 6323–6327 (2005).1600720010.1038/sj.onc.1208777

[b43] RussellS. B. *et al.* Epigenetically altered wound healing in keloid fibroblasts. J Invest Dermatol 130, 2489–2496 (2010).2055534810.1038/jid.2010.162PMC2939920

[b44] DeesC. *et al.* The Wnt antagonists DKK1 and SFRP1 are downregulated by promoter hypermethylation in systemic sclerosis. Ann Rheum Dis 73, 1232–1239 (2014).2369847510.1136/annrheumdis-2012-203194

[b45] HsuE. *et al.* Lung tissues in patients with systemic sclerosis have gene expression patterns unique to pulmonary fibrosis and pulmonary hypertension. Arthritis Rheum 63, 783–794 (2011).2136050810.1002/art.30159PMC3139818

[b46] RenJ. *et al.* sFRP1 inhibits epithelial-mesenchymal transition in A549 human lung adenocarcinoma cell line. Cancer Biother Radiopharm 28, 565–571 (2013).2380212710.1089/cbr.2012.1453PMC3741431

[b47] FernandezI. E. & EickelbergO. The impact of TGF-beta on lung fibrosis: from targeting to biomarkers. Proc Am Thorac Soc 9, 111–116 (2012).2280228310.1513/pats.201203-023AW

[b48] AmpeC., LibbrechtJ. & Van TroysM. beta-Actin knock-out mouse embryonic fibroblasts show increased expression of LIM-, CH-, EFh-domain containing proteins with predicted common upstream regulators. Cytoskeleton (Hoboken) 70, 766–774 (2013).2412384610.1002/cm.21147

[b49] Meier-AbtF. *et al.* Parity induces differentiation and reduces Wnt/Notch signaling ratio and proliferation potential of basal stem/progenitor cells isolated from mouse mammary epithelium. Breast Cancer Res 15, R36 (2013).2362198710.1186/bcr3419PMC3672662

[b50] SachsZ. *et al.* NRASG12V oncogene facilitates self-renewal in a murine model of acute myelogenous leukemia. Blood 124, 3274–3283 (2014).2531667810.1182/blood-2013-08-521708PMC4239336

[b51] LuZ., JiangG., Blume-JensenP. & HunterT. Epidermal growth factor-induced tumor cell invasion and metastasis initiated by dephosphorylation and downregulation of focal adhesion kinase. Mol Cell Biol 21, 4016–4031 (2001).1135990910.1128/MCB.21.12.4016-4031.2001PMC87064

[b52] GobinA. S. & WestJ. L. Effects of epidermal growth factor on fibroblast migration through biomimetic hydrogels. Biotechnol Prog 19, 1781–1785 (2003).1465615610.1021/bp0341390

[b53] ShimizuT. *et al.* Fibroblast growth factor-2 is an important factor that maintains cellular immaturity and contributes to aggressiveness of osteosarcoma. Mol Cancer Res 10, 454–468 (2012).2222881910.1158/1541-7786.MCR-11-0347

[b54] StrutzF. *et al.* TGF-beta 1 induces proliferation in human renal fibroblasts via induction of basic fibroblast growth factor (FGF-2). Kidney Int 59, 579–592 (2001).1116893910.1046/j.1523-1755.2001.059002579.x

[b55] InoueY., KingT. E.Jr., TinkleS. S., DockstaderK. & NewmanL. S. Human mast cell basic fibroblast growth factor in pulmonary fibrotic disorders. Am J Pathol 149, 2037–2054 (1996).8952537PMC1865345

[b56] LinN. *et al.* NP603, a novel and potent inhibitor of FGFR1 tyrosine kinase, inhibits hepatic stellate cell proliferation and ameliorates hepatic fibrosis in rats. Am J Physiol Cell Physiol 301, C469–477 (2011).2154374510.1152/ajpcell.00452.2010

[b57] AonoY. *et al.* Role of platelet-derived growth factor/platelet-derived growth factor receptor axis in the trafficking of circulating fibrocytes in pulmonary fibrosis. Am J Respir Cell Mol Biol 51, 793–801 (2014).2488537310.1165/rcmb.2013-0455OC

[b58] TudoranO. M. *et al.* PDGF beta targeting in cervical cancer cells suggest a fine-tuning of compensatory signalling pathways to sustain tumourigenic stimulation. J Cell Mol Med (2014).10.1111/jcmm.12449PMC440760725311137

[b59] ForsbergK., Valyi-NagyI., HeldinC. H., HerlynM. & WestermarkB. Platelet-derived growth factor (PDGF) in oncogenesis: development of a vascular connective tissue stroma in xenotransplanted human melanoma producing PDGF-BB. Proc Natl Acad Sci U S A 90, 393–397 (1993).838063810.1073/pnas.90.2.393PMC45668

[b60] RainerJ., Sanchez-CaboF., StockerG., SturnA. & TrajanoskiZ. CARMAweb: comprehensive R- and bioconductor-based web service for microarray data analysis. Nucleic Acids Res 34, W498–503 (2006).1684505810.1093/nar/gkl038PMC1538903

# Supplementary material for: Validated prediction of pro-invasive growth factors using a transcriptome-wide invasion signature derived from a complex 3D invasion assay
**Source:** Sci Rep. 2015 Aug 5;5:12673. doi: 10.1038/srep12673

**ONLINE DATA SUPPLEMENT**

**Validated prediction of pro-invasive growth factors using a transcriptome-wide invasion signature derived from a complex 3D invasion assay**

**Bettina Oehrle1, Gerald Burgstaller1, Martin Irmler2, Stefan Dehmel1, Jessica Grün1, Tiffany Hwang1, Susanne Krauss-Etschmann1, Johannes Beckers2,3, Silke Meiners1, Oliver Eickelberg1,***

**SUPPLEMENTARY TABLE**

**Table S1: Identification of upstream regulators for the invasion signature in fibroblasts.** Using URA implemented in IPA, a ranking of the most significant biological upstream regulators for the transcriptome invasion signature was conducted. The clusters ‘chemicals’ and ‘drugs’ were excluded from the analysis. A cut-off for the negative p-value of 4 was set and data underneath this cut-off are presented in grey.

**
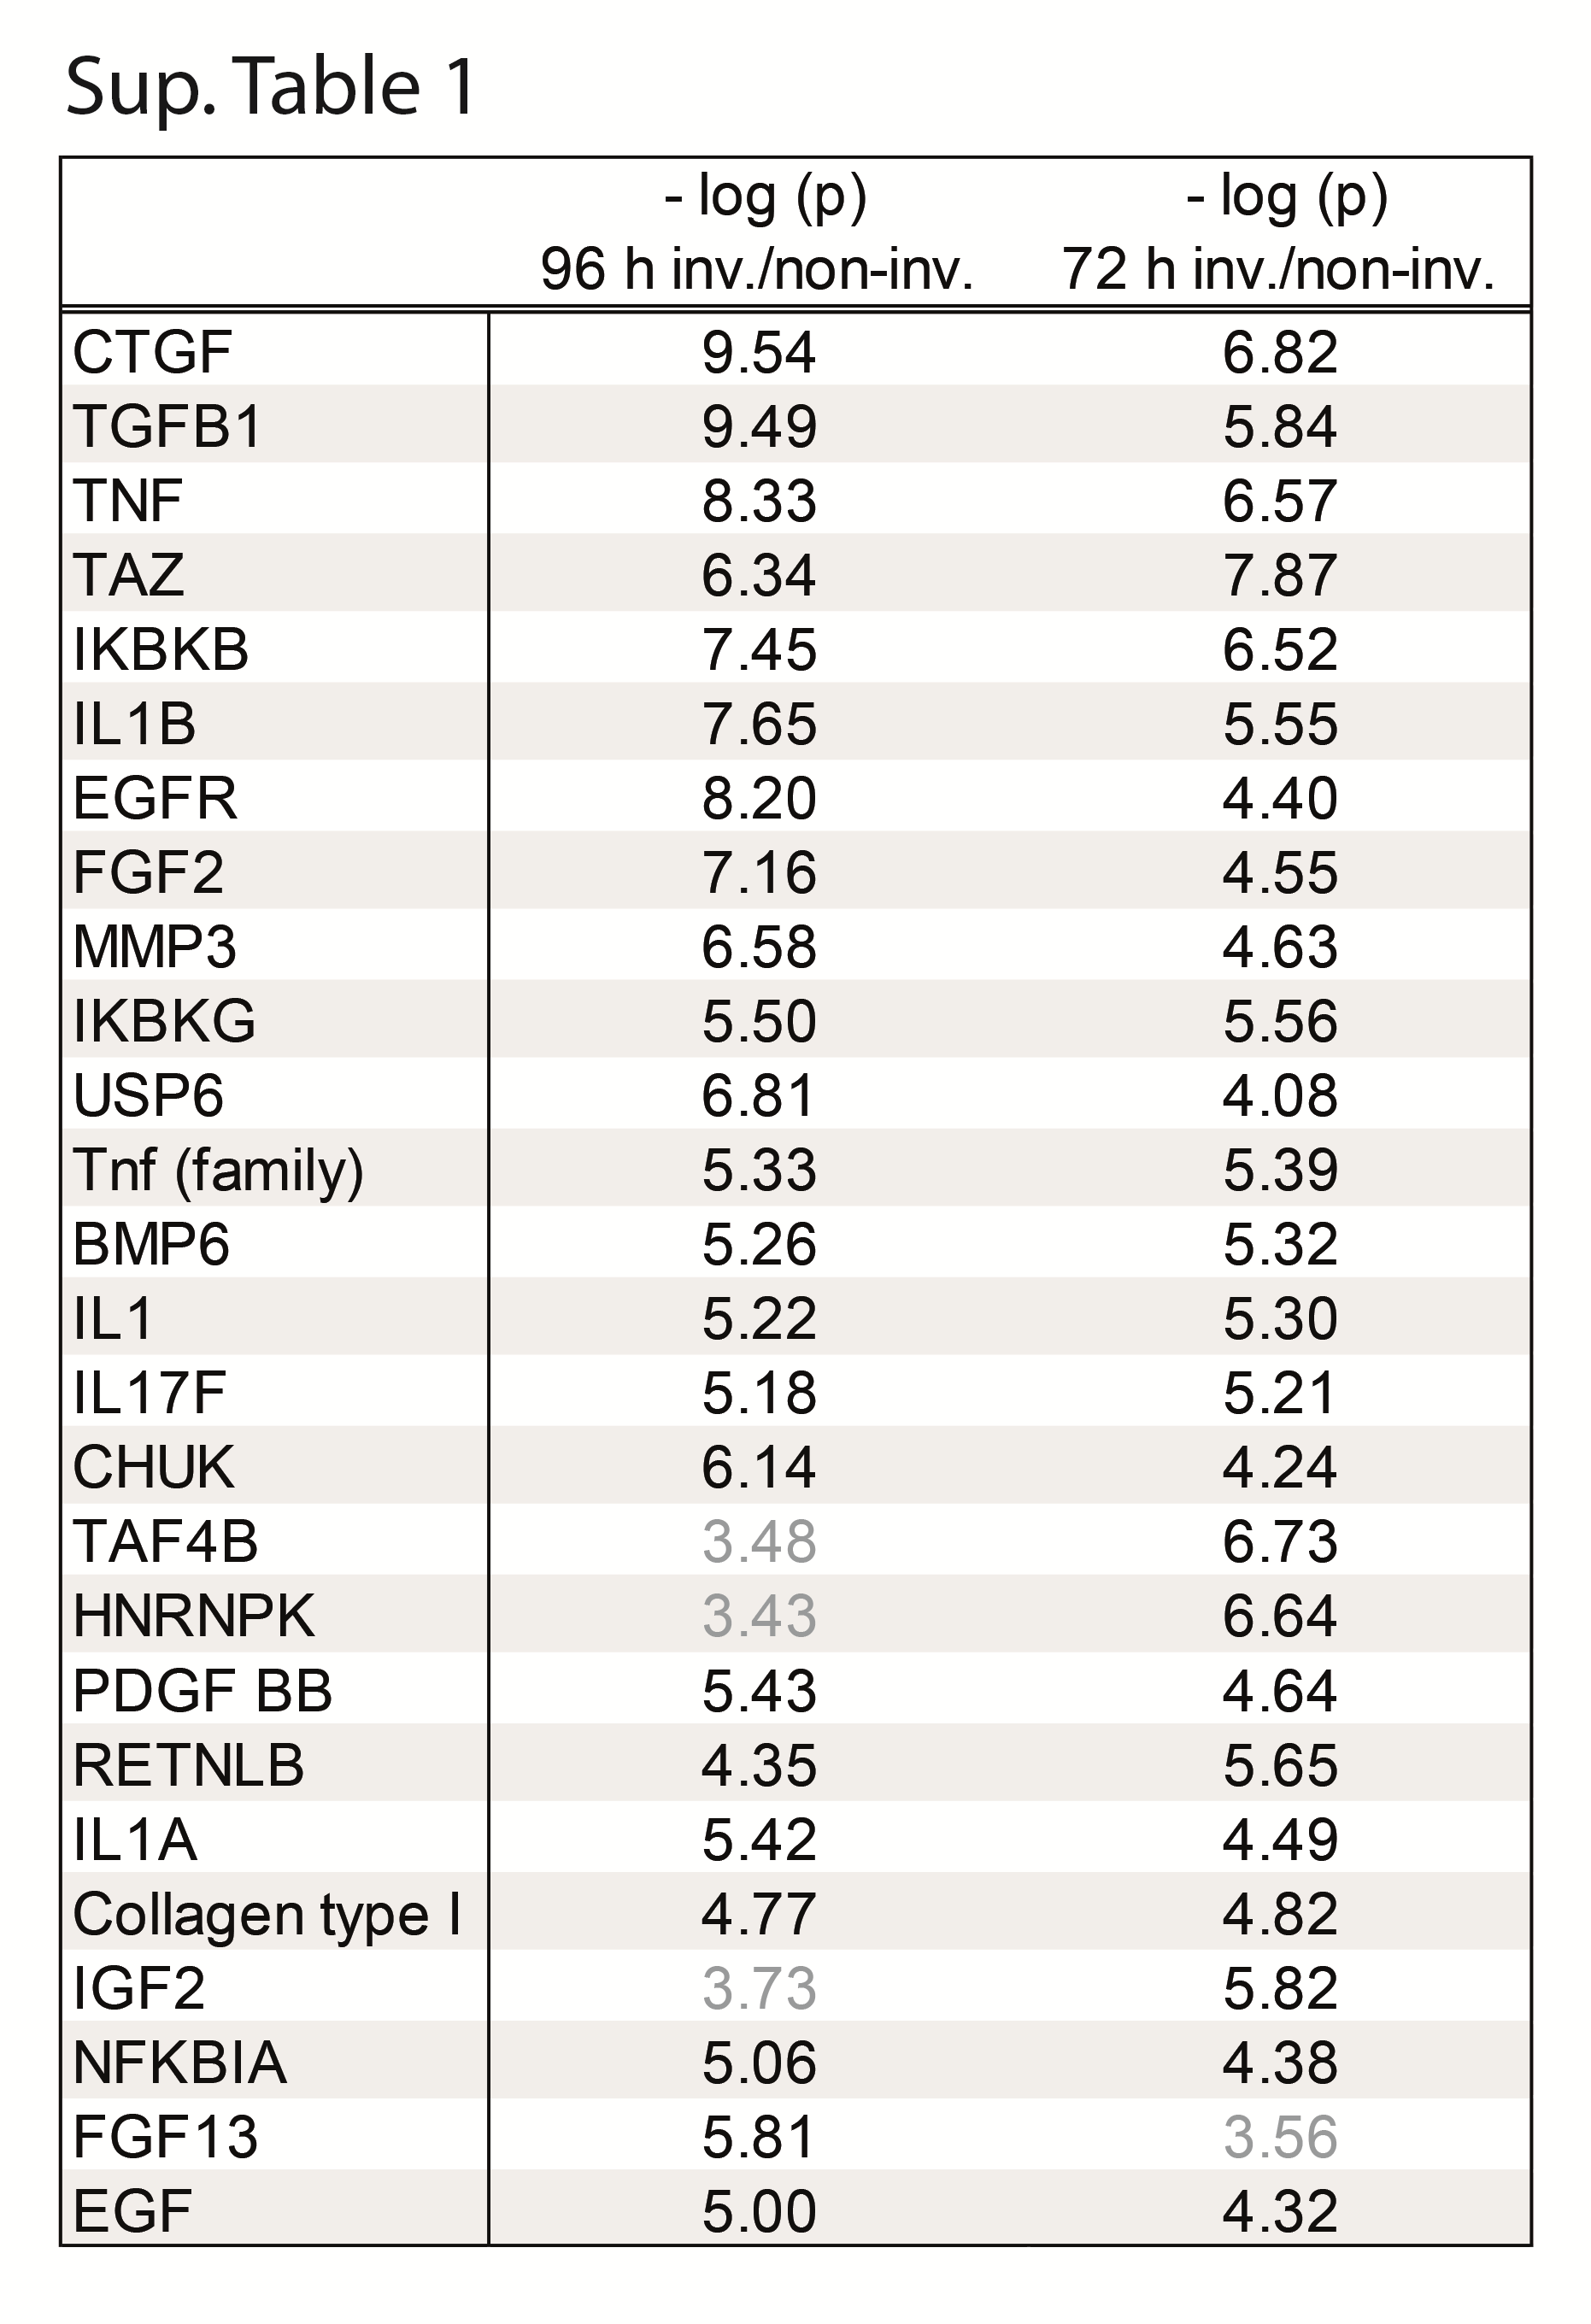
**

**SUPPLEMENTARY FIGURE LEGEND**

***Supplementary Figure S1.* TGFβ1 and FGF2 increase the invasive capacity of lung fibroblasts.** The invasive capacity of MLg fibroblasts was assessed by automated software-based quantification of the number of fibroblast nuclei (stained with DAPI) within and on top of the collagen matrix of 3D reconstructed confocal z-stacks. Fibroblasts were treated with TGFβ1 (1 – 5 ng/ml), or FGF2 (10 – 50 ng/ml) and left to invade the 3D collagen matrices for 48 hours. Invasion depth ranged between 0-700 µm, colour coding from red to yellow, bottom to top. Scale bar 300 µm.

***Supplementary Figure S2.* Validation of Cav1, Sfrp1, Pten and TGFβ1 regulation in invading fibroblast by immunoblotting.**

Full-length blots to Figure 4E of Caveolin1 (Cav1), secreted frizzled-related protein1 (Sfrp1), transforming growth factor (TGF)β1, Phosphatase and Tensin Homolog (Pten), and β-actin as a loading control are shown. Protein samples were probed on 12% - 15% gels using the same experimental conditions. Signals were captured on X-ray film by developing using the AGFA Curix 60 processor. For Sfrp1, recombinant human Sfrp1 (rh-Sfrp1) was used as control. For Pten and TGFβ1 knockdown (kd) experiments with the respective siRNA were performed. Unspecific bands are highlighted with an asterisk.

**SUPPLEMENTARY FIGURES**

**
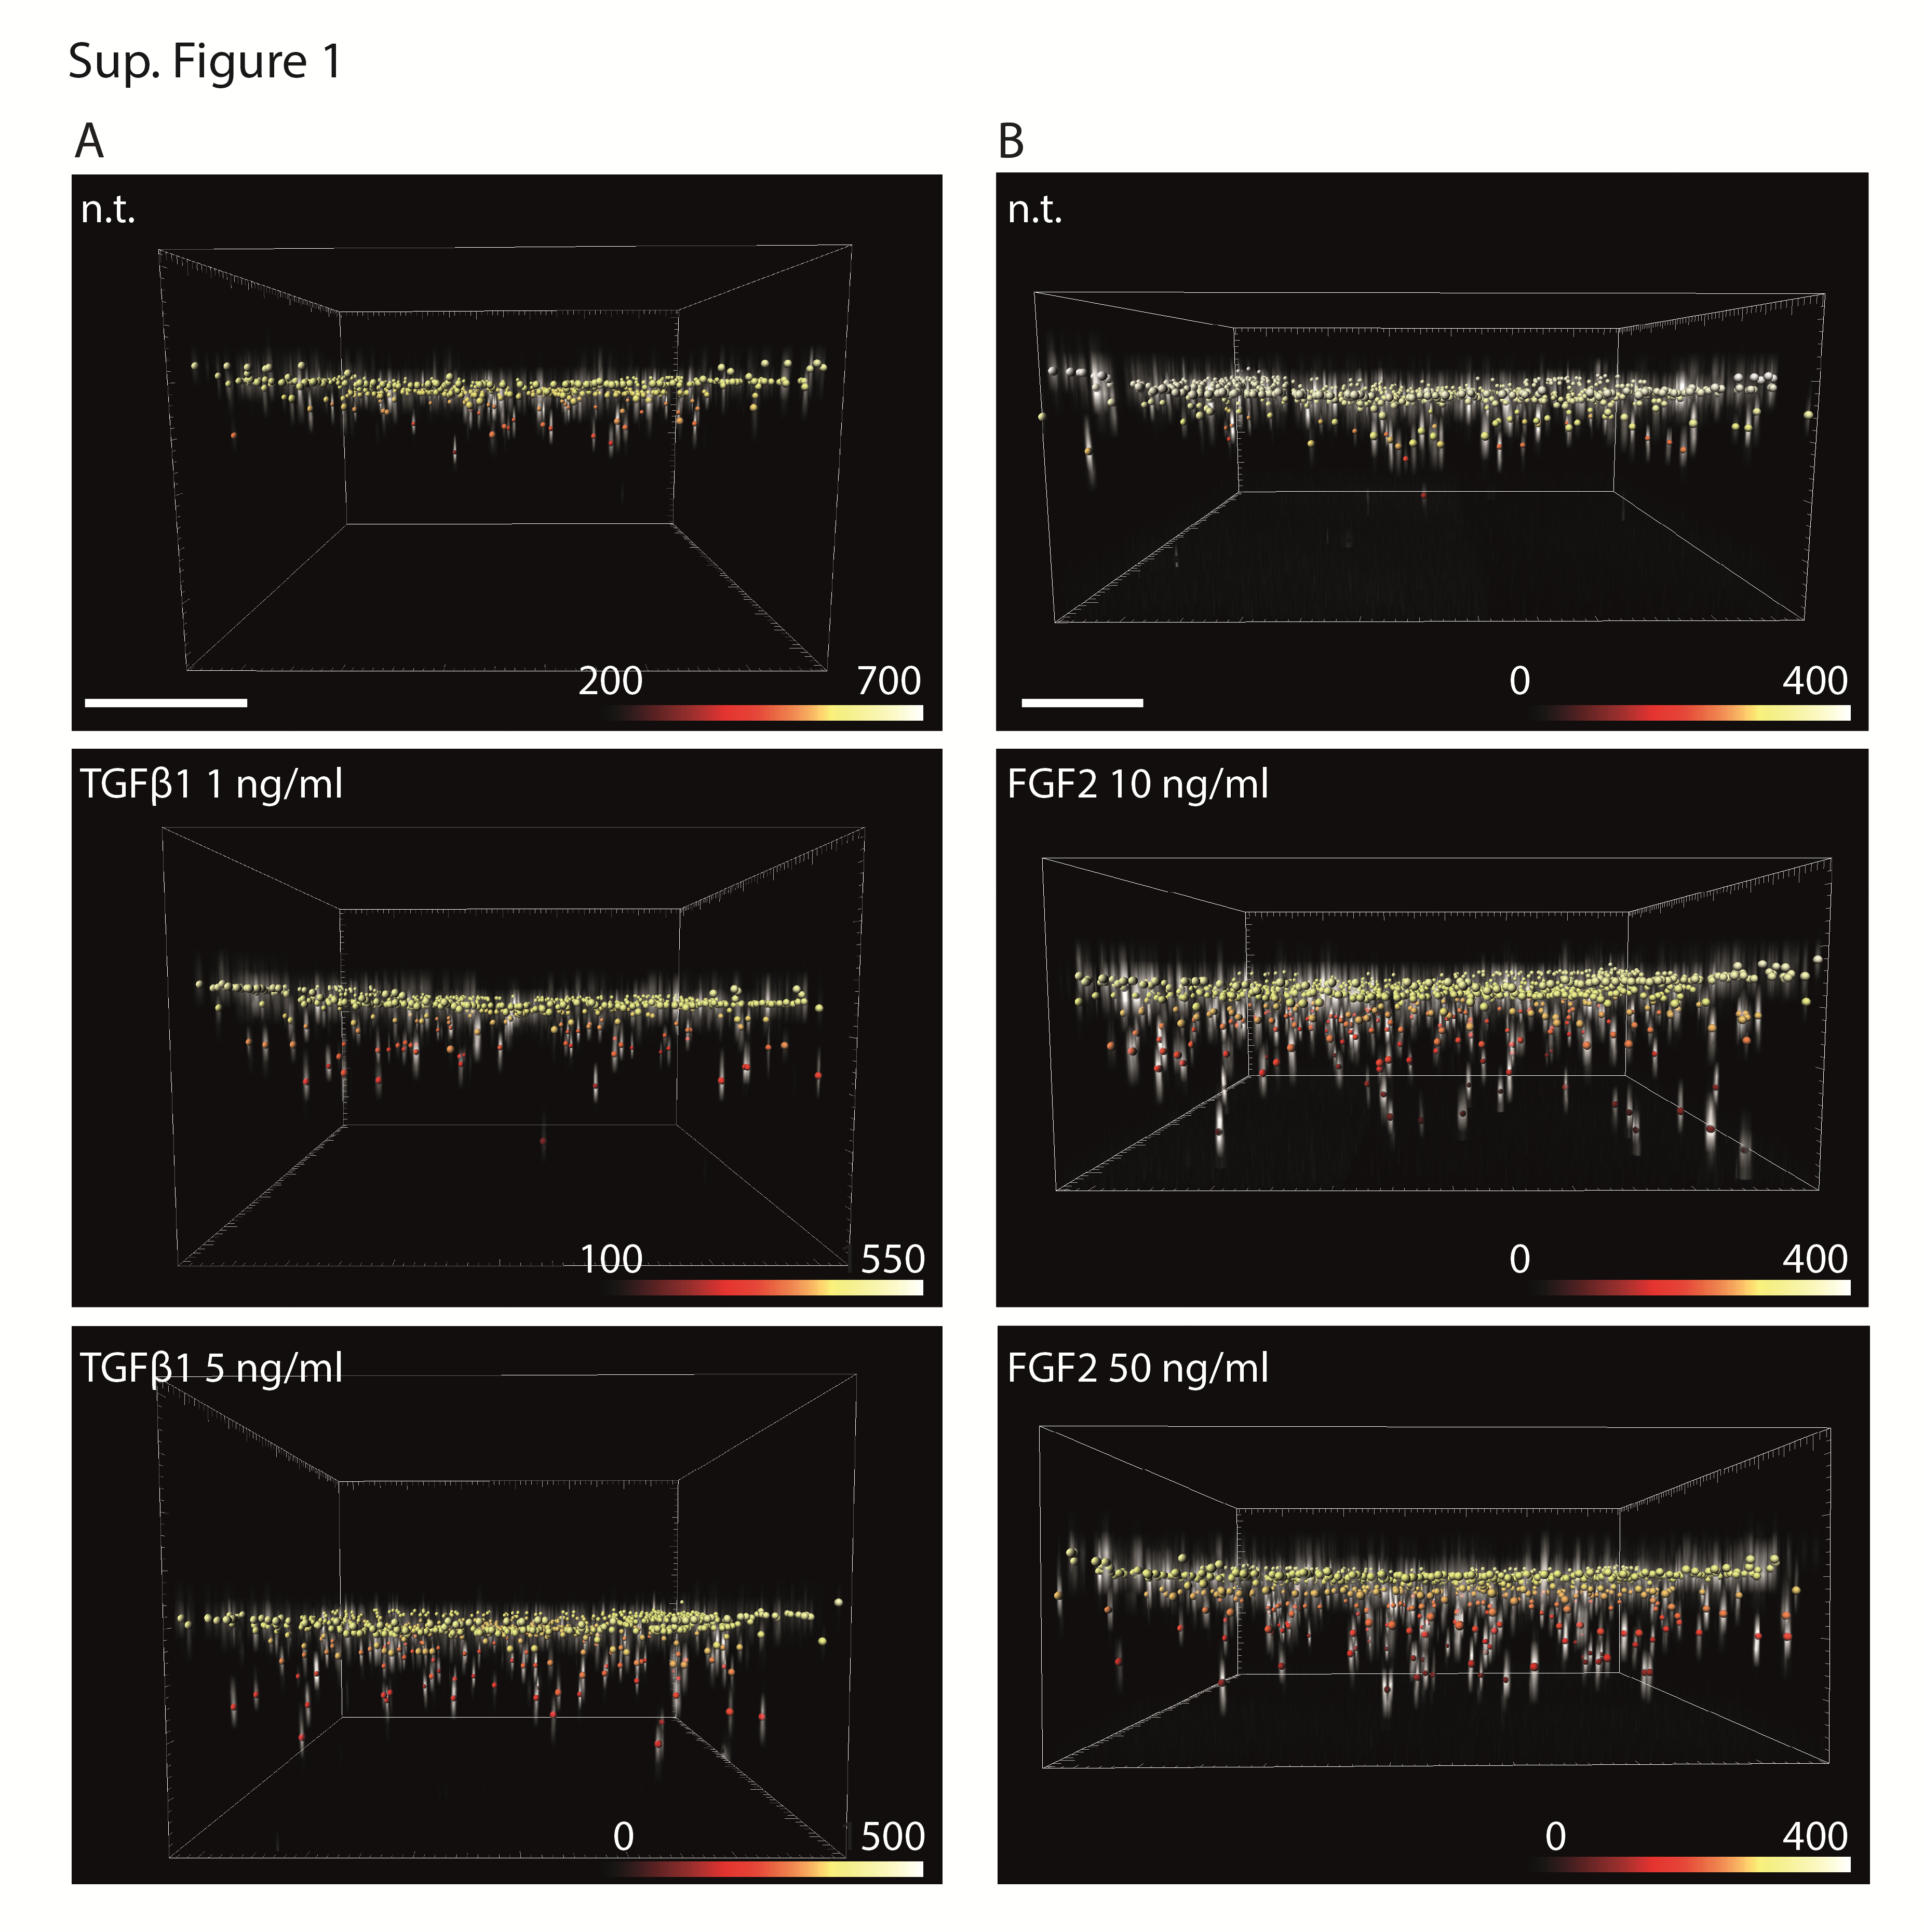
**

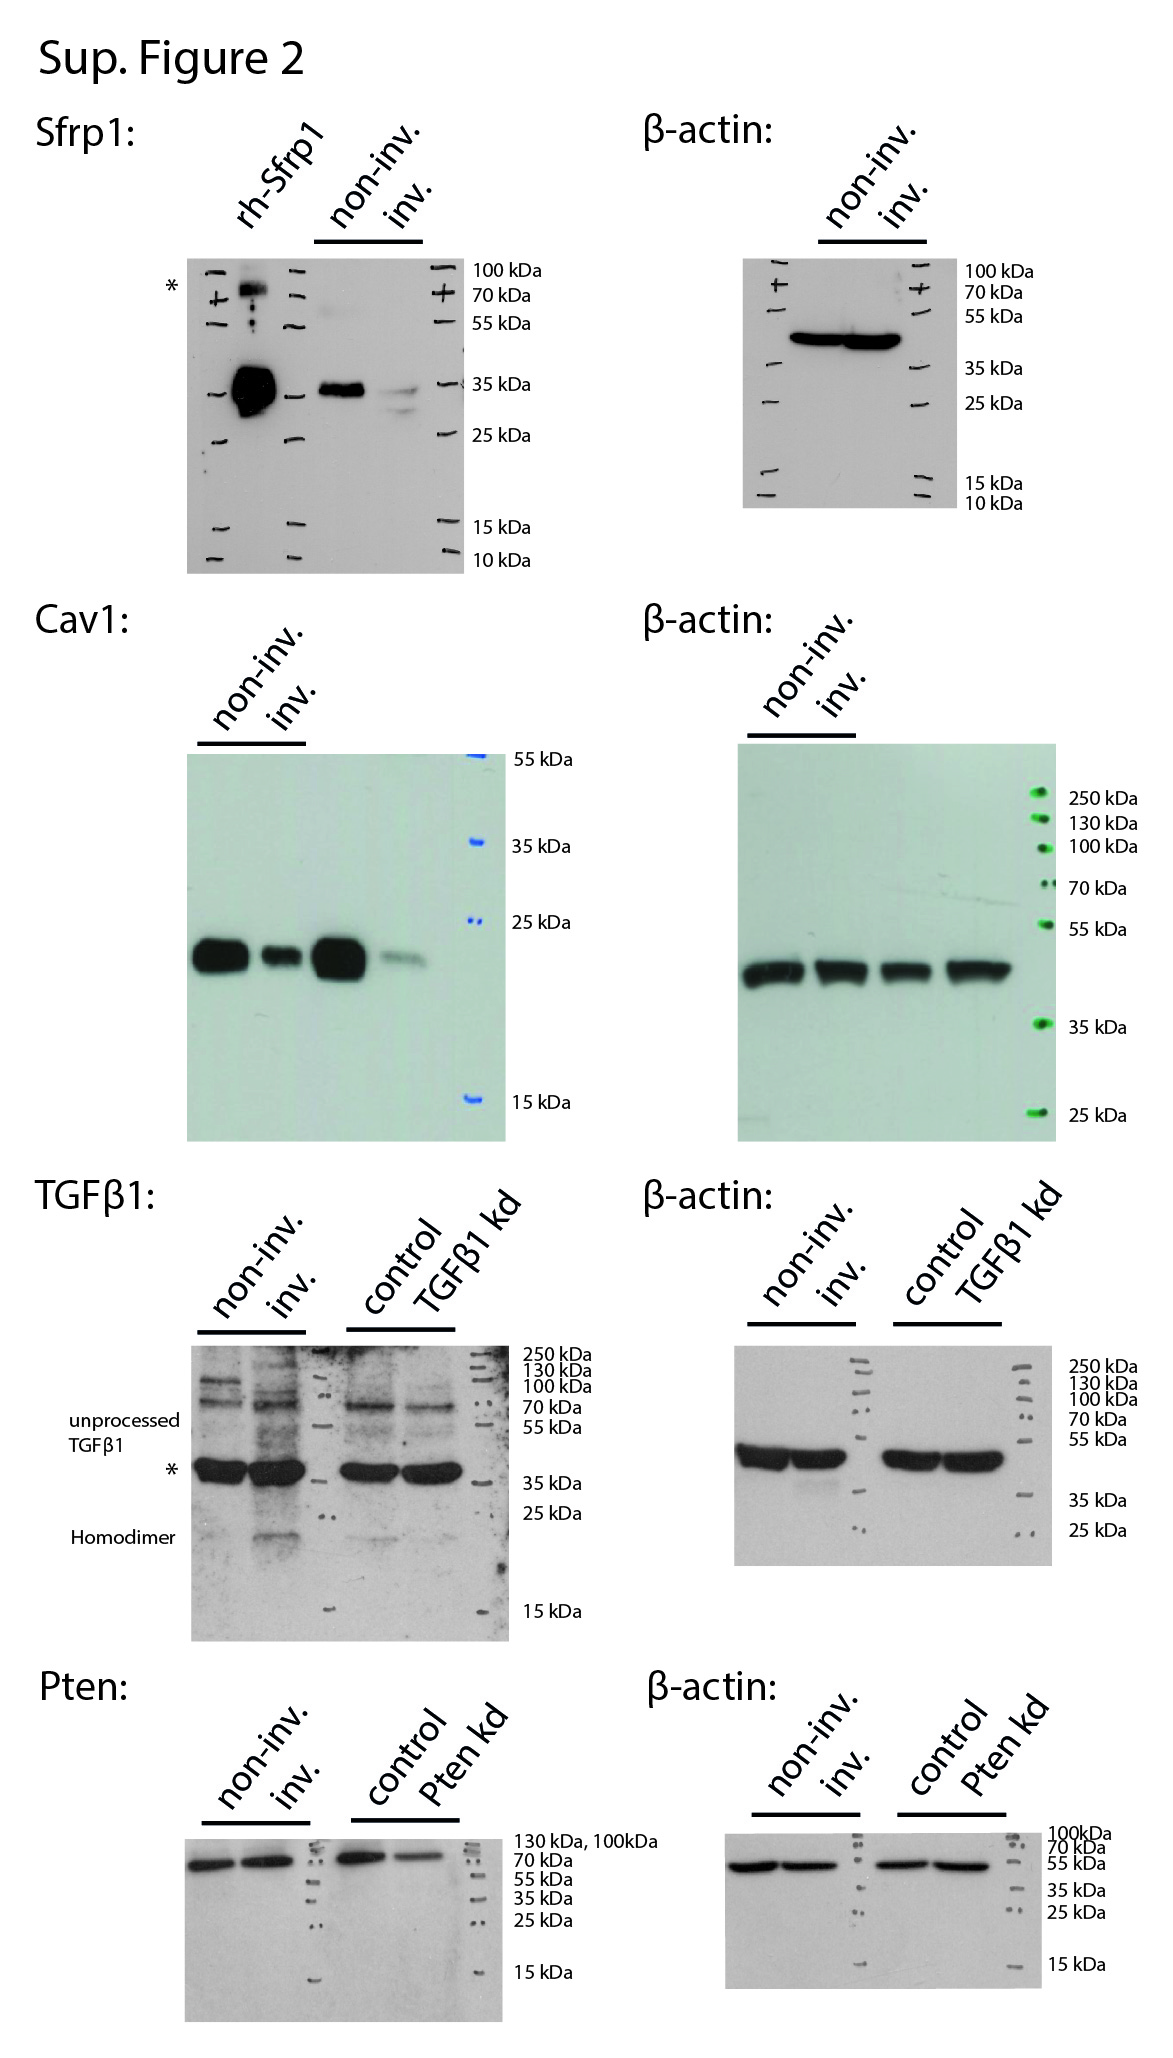

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

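RNA from the invading and non-invading fractions of mouse lung fibroblasts (MLg) in a collagen gel was measured on Affymetrix Mouse Gene 1.0 ST arrays after 72 hours (4 samples per fraction) and 96 hours (5 per fraction). The log2 values used here, as deposited by the authors, had been background corrected, normalized between arrays by sketch-quantile normalization and summarized per probe set by RMA in Expression Console (version 1.2 in the submitters' notes). They cover 28939 probe sets and 6617 unnamed low-numbered ones in 18 samples, ran from 2.94 to 14.7 and were not transformed further. The number of arrays limits the precision.

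The invading and non-invading samples of each time were compared with limma 3.58.1 in R 4.3.3, in a separate fit per time without covariates, with the adjustment of Benjamini and Hochberg over all probe sets. Regulated means an adjusted p under 0.10 and a ratio of group means, taken on the log2 scale, above 1.5 or 2. Counts of the members of a gene list use the adjusted p alone. All 18 samples entered 1 fit for the comparisons of 96 with 72 hours within a fraction and for the difference between times. On simulated data the separate fit recovered 85 of 100 probe sets changed 2-fold at 72 hours and 91 of 100 at 96 hours. Of 100 changed 3-fold it recovered 100 at both times. It called 6 unchanged probe sets at 72 hours and 3 at 96 hours. The fit over all 18 samples was tested on data with 100 probe sets changed 2-fold and 100 changed 3-fold, without a limit on the ratio. Of those changed 2-fold it recovered 84 for the difference between times and 95 for 96 against 72 hours in the invading fraction, and 27 and 26 unchanged probe sets were called. Symbols came from the annotation of the array, and a gene was given by its probe set with the highest mean among those with 1 symbol. Where another probe set of a named gene passed the test with the opposite sign, this is stated.

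The named genes follow a rule with 4 parts: every gene that the text, Fig. 2, Fig. 4 or Fig. 6 names, the values of which had been seen in the figures; per time the 10 highest and 10 lowest ratios past the test without overlap between the fractions; the 5 highest and 5 lowest for the comparisons of times; and 2 to 4 members of each gene list with the largest ratios past the test in either direction, of which the text gives some for each list that has them, and not all at both times. The tests, the alternatives, this rule and 33 gene lists were fixed before the data were examined. The lists cover proteases and their inhibitors, matrix, integrins, contraction, caveolae, signalling pathways, metabolism, stress, cell cycle, histones, small and nuclear RNAs, invasion, fibrosis, and markers of other cell types. They were tested with camera of limma at a preset correlation of 0.01, with an estimated correlation as an alternative, and with fry, which tests whether the genes of a list move on balance 1 way and makes no comparison with other genes. The means of each list per sample were compared by an exact permutation test, two-sided.

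The replicate numbers were checked for pairing. After the mean of each group was removed, the invading and non-invading samples of 1 number correlated over probe sets at -0.07 to 0.09 at 72 hours and 0.05 to 0.17 at 96 hours, and 1 of 4 and 4 of 5 numbers matched best with their own partner. These values gave no sign of pairing at 72 hours and leaned towards it at 96 hours, and the legend of Fig. 6 names a paired test. They do not settle whether the numbers pair the samples. The main comparisons hold no pairing by choice, and the fit with the replicate number as a block is an alternative. The choice matters for the difference between times, where 18 probe sets passed in the main fit and 0 with the block. The others were quantile normalization applied again, centring on the median, a limit to probe sets above a linear signal of 100, an intensity trend with robust estimation, 1 fit over all 18 samples, a limit to probe sets with 1 gene symbol, a stricter adjusted p of 0.05, other linkages and distances for the clustering, and leaving out each sample in turn. A count without the 6617 unnamed low-numbered probe sets, and set tests of the time comparisons, were added after the data were seen.

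The enrichment and upstream regulator results of the paper rest on the IPA database and were not analysed here. Of 54 genes named in the text or in Figs. 2, 4 and 6, 10 have no probe set with their symbol alone and were not analysed here. The qRT-PCR, immunoblot and invasion measurements, and the human cells, were not analysed here either.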

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

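The shuffles without the common change with time, the comparison of the unnamed probe sets with named ones of equal signal and with the nuclear RNAs, both tests of the small nucleolar RNAs, and the tests of the normalization and of time for the G2/M genes were chosen after the result was seen. In 14 of 192 groups of 4 or 5 samples, where chance singles out about 5% of groups or 9.6, 1 sample lay far from the rest, measured by its gap to the next sample as a share of the range. Invading replicate 1 of 96 hours stood apart in Tgfb1 (low, 0.716), Egfr (high, 0.735), the mean of the integrins (high, 0.711) and the mean of the epithelial markers (low, 0.752). Non-invading replicate 1 stood apart at 96 hours in Tgfbr2 (high, 0.731) and the mean of the metalloproteinases (high, 0.901), and at 72 hours in the means of the hypoxia genes (high, 0.833), the invasion and metastasis genes (high, 0.871) and the endothelial markers (low, 0.964). The others were invading replicate 2 of 96 hours in the metalloproteinases (high, 0.757), non-invading replicate 3 of 72 hours in the contractile genes (low, 0.929), invading replicate 4 of 72 hours in the integrins (low, 0.982), non-invading replicate 4 of 96 hours in the histones (high, 0.824) and invading replicate 1 of 72 hours in Sfrp1 (low, 0.836).

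The number of regulated probe sets exceeds what other groupings of the samples give. At 72 hours 1 of 35 groupings, the real one, reached 2830 probe sets over 1.5-fold and 956 over 2-fold, where the highest other reached 1 in both. At 96 hours 1 of 100 reached 3195 and 1229, again with 1 as the highest other, and for the 1997 shared probe sets 1 of 100 pairs of groupings did, with 0 as the highest other. Chance is thereby excluded for these counts. It is not excluded for the number of gene lists past the set test: 6 of 35 groupings gave at least the real 17 at 72 hours, the highest other being 19, and 13 of 100 gave at least the real 15 at 96 hours, the highest other being 21.

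Between 72 and 96 hours, a comparison the paper does not report, 1304 probe sets differed over 1.5-fold in the non-invading and 1638 in the invading fraction. In each case 1 of 100 groupings, the real one, gave as many, with 1042 and 831 as the highest others, so chance is excluded. The ratio of the fractions itself differed between the times for 18 probe sets. Of 100 shuffles of the times 2, the real order among them, gave as many. The other gave 3855, which points to a structure of the samples: it exchanged the times of 8 of 9 invading and 2 of 9 non-invading samples, and gave 0 once the change with time common to both fractions was removed. After this removal 1 of 100 shuffles, the real order, gave as many, with 13 as the highest other. Chance is thereby excluded for the number in the main fit, which however rests on single samples. With the replicate number as a block in the fit the number became 0. Leaving out 1 sample gave, for replicates in order, 2, 0, 41, 5 without the invading and 0, 1, 6, 1 without the non-invading samples of 72 hours, and 12, 0, 0, 1, 50 and 2, 2, 2, 2, 0 without those of 96 hours, which moved the count by over 1.5 times for 17 of the 18 samples.

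The 6617 unnamed low-numbered probe sets, which the paper does not discuss, were lower in the invading fraction for 1490 at 72 hours and 1985 at 96 hours. Dim probe sets moving alike, and a scaling between arrays that moves probe sets of equal signal alike, are argued against, since the median log2 ratio at 96 hours lay -0.30 from that of named probe sets with equal signal (95% interval -0.31 to -0.28). Other faults of the background correction or the summary of probes stay open. Less unspliced or nuclear RNA in the invading fraction may underlie the block, but cannot be told apart from other sources, because the annotation does not say what these probe sets measure; the 7 nuclear and host RNAs measured had a mean log2 ratio of -0.37 at both times, where their means per sample did not overlap (exact permutation p = 0.029 and 0.0079), and a median of -0.32 at 72 hours and -0.09 at 96 hours. Of these, 1 higher and 4 lower were found at 72 hours and 0 higher and 3 lower at 96 hours (1 higher and 4 lower, and 2 higher and 3 lower, adjusted over the list alone; set test adjusted p = 0.037 at 72 hours and 0.051 at 96 hours, but adjusted p = 0.38 with an estimated correlation at 72 hours and adjusted p = 0.26 with an estimated correlation at 96 hours, and the call at 72 hours ended also above a signal of 100 (0.22), within a range over all alternatives of 0.011 to 0.38), with Malat1 at -0.84 and -0.76 and Airn at -1.14 and -1.49.

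Of 54 small nucleolar and Cajal body RNAs 22 higher and 4 lower were found at 72 hours and 26 higher and 7 lower at 96 hours (25 higher and 9 lower, and 28 higher and 8 lower, adjusted over the list alone), with Snora73a at a log2 ratio of 1.04 and Snora74a at 0.90, and the lower Snord42a at -1.37, at 72 hours. Snora20, Snora31 and Snora44 were named by the study from these arrays, so the list is not independent evidence of its direction. The set test gave adjusted p = 0.0019 at 72 hours and 0.0016 at 96 hours, but adjusted p = 0.73 with an estimated correlation at 72 hours and adjusted p = 0.67 with an estimated correlation at 96 hours, and the call at 72 hours ended also with fry (0.23), within a range over all alternatives of 1.1e-11 to 0.73, and the call at 96 hours ended also with quantile normalization again (0.13), within a range over all alternatives of 0.00015 to 0.67, while the means of the list overlapped between the fractions (exact permutation p = 0.17 at 72 hours and 0.063 at 96 hours). A yield of small RNA that differs from sample to sample is a candidate explanation, since members moved together among samples of 1 group, with an estimated correlation of 0.72 at 72 hours. More transcription of the host genes cannot be told apart from this: the 6 measured hosts had a median log2 ratio of 0.22 at 72 hours with a standard error of 0.28, 3 of them higher, among them Gas5 with 2 other probe sets lower, and 1 lower.

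Of 29 G2/M genes 0 higher and 19 lower were found at 72 hours and 2 higher and 3 lower at 96 hours (0 higher and 24 lower, and 1 higher and 1 lower, adjusted over the list alone; set test adjusted p = 1.8e-12 at 72 hours and 0.57 at 96 hours, but adjusted p = 0.38 with an estimated correlation at 72 hours), with the mitotic kinase Bub1 at a log2 ratio of -1.07 and Ect2, a factor of cytokinesis, at -0.82 at 72 hours, and with Mki67, a marker of cycling cells, at -0.44 and the mitotic kinase Aurkb at 0.32 at 96 hours. S phase genes were 0 higher and 8 lower of 24 and 8 higher and 0 lower (0 higher and 9 lower, and 8 higher and 0 lower, adjusted over the list alone; set test adjusted p = 0.02 at 72 hours and 0.02 at 96 hours, but adjusted p = 0.72 with an estimated correlation at 72 hours and adjusted p = 0.67 with an estimated correlation at 96 hours, and the call at 72 hours ended also above a signal of 100 (0.15), with fry (0.27), without non-invading replicate 1 (0.13) and without non-invading replicate 2 (0.14), within a range over all alternatives of 0.0018 to 0.72, and the call at 96 hours ended also with quantile normalization again (0.25), with fry (0.16) and without non-invading replicate 1 (0.18), within a range over all alternatives of 7.2e-05 to 0.67), with Rrm2, a subunit of ribonucleotide reductase, at -0.54 and the primase Prim1 at -0.44 at 72 hours, and the chromatin assembly factor Chaf1b at 0.52 and the helicase subunit Mcm3 at 0.50 at 96 hours. Variation that these genes share among samples of 1 group is argued against at 72 hours as the whole cause, because the means of the G2/M genes did not overlap between the fractions (exact permutation p = 0.029, the smallest that 4 against 4 allow, which becomes 0.064 over the 33 lists). A fault of the normalization that another scaling would remove is argued against by the same measure, since these means did not overlap either (exact permutation p = 0.029) with quantile normalization again (difference of -0.41) or median centring (-0.38), and other faults stay open. A biological explanation, a change with time that differs between the fractions, stays open as a hypothesis: the difference of 0.42 between the times in the mean of the list had a permutation p of 0.017, which over the 33 lists becomes 0.28 and so fails the correction.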

How the results depend on the processing

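The counts and the clustering without the unnamed low-numbered probe sets were chosen after seeing the data. Limited to probe sets with 1 gene symbol, the counts were 905 and 818 over 1.5-fold at 72 and 96 hours, 168 and 176 over 2-fold and 537 shared, and in the alternative without the unnamed low-numbered probe sets 1210, 1181, 220, 257 and 737, where fewer probe sets are counted by construction. Counted within the main fit over all probe sets instead, those outside the unnamed low-numbered block gave 1203, 1174, 219, 257 and 733. The alternative without the unnamed low-numbered probe sets gave 653 and 985 for 96 against 72 hours in the non-invading and invading fractions. The counts over 1.5-fold, over 2-fold and shared stayed within 1.5 times under the replicate block, both scalings, the signal limit, the trend with robust estimation, the ratio of linear means, an adjusted p under 0.05 and the joint fit. The balance of directions moved with both scalings. With median centring, which shifts every log2 ratio of a time by 1 amount and at 96 hours takes their median from -0.001 to 0.118, more genes were higher than lower at 96 hours (428 and 228) and at both times (216 and 169). The median used is that of all probe sets, the unnamed low-numbered ones included, and the median log2 ratio of the named ones at 96 hours went from 0.02 to 0.139. The 18 probe sets with a different ratio at the 2 times became 0 with the replicate block (3215 at an unadjusted p under 0.05 from limma), 35 with median centring, 32 above a signal of 100, 43 with trend and robust estimation and 1 at an adjusted p under 0.05. Lists past the set test became 10 at 72 hours above a signal of 100, and 0 and 0 with an estimated correlation, where camera had 3 and 5 at an unadjusted p under 0.05 and fry passed 17 and 18. The clustering placed 13 of 18 samples with their own fraction over probe sets above 100 in every sample, and 13 without the unnamed low-numbered ones. For these changes in the difference between times, the lists and the clustering the cause was not tested. Leaving out 1 sample gave 2477 to 3050 and 3038 to 3455 probe sets over 1.5-fold, 854 to 1100 and 1149 to 1389 over 2-fold, 1738 to 2063 shared, 0 to 50 for the difference between times, 1053 to 1602 and 1433 to 2048 between times, 8 of 8 calls in the selected genes, 8 to 9 calls in the receptors, and 15 to 17 and 14 to 17 lists. Of 412 ratios of named genes, median centring ended 13 calls and the replicate block 14, 0 of them reversed. With fry, 5 list calls ended and 8 were added.

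Whether samples of 1 replicate number were taken from the same gel is not stated in the paper's text. The correlations between samples of 1 number did not settle this, and the block is kept as an alternative. Beside the counts above it gave 2805 and 3192 probe sets over 1.5-fold, 950 and 1229 over 2-fold, 1982 shared, and 18 and 15 lists.

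Signal over background limits the dim probe sets: 19690 of all probe sets exceeded a linear signal of 100 in at least 1 sample.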

Differences from the paper's values

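The alternative without the unnamed low-numbered probe sets was chosen after seeing the values, the others before the data were examined. For probe sets regulated over 1.5-fold the paper gives 1,086 targets at 72 hours and 1,049 at 96 hours, against 2830 and 3195 here at the same thresholds. The paper's methods give about 28,000 probe sets on the array, and the counts here are over 28939 probe sets and the 6617 unnamed low-numbered ones. For probe sets regulated over 2-fold the paper gives 163 and 182, against 956 and 1229 here. For probe sets regulated at both times the paper gives 621, of them 455 lower, against 1997 and 1798 here. For each of these 6 counts, of the alternatives set before the data were examined, the limit to probe sets with 1 gene symbol comes within 1.5 times of the paper's value (905, 818, 168, 176, 537 and 423) and none of the others does. The alternative without the unnamed low-numbered probe sets, chosen after seeing the values, also comes within 1.5 times (1210, 1181, 220, 257, 737 and 558). It drops 0 of the 44 genes named by the study and measured here, which follows from its definition, since no dropped probe set carries a gene symbol.

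For probe sets higher over 1.5-fold, Fig. 3A, read by eye, gives about 300 at 72 hours, against 451 here, and 7 of 17 planned settings come within 1.5 times of it: the replicate block (437), the signal limit (417), an adjusted p under 0.05 (415) and leaving out invading replicate 2 (387) or 4 (392) or non-invading replicate 3 (400) or 4 (379). The others do not, among them the scalings (612 and 671) and the limit to 1 gene symbol (186). For probe sets lower over 1.5-fold it gives about 790 at 72 hours and about 730 at 96 hours, against 2379 and 2827 here, and there the limit to 1 gene symbol alone of the planned settings comes within 1.5 times (719 and 580). The alternative without the unnamed low-numbered probe sets, chosen after seeing the values, gives 315 higher at 72 hours and 895 and 848 lower, within 1.5 times for all 3 counts, and by its definition drops 0 of the 44 genes. In Fig. 4C, read by eye, the paper's adjusted p of Mmp13, in billionths, is about 82, and its adjusted p of Tgfb1, in billionths, is about 82, against 2800 for both here, and no planned setting comes within 1.5 times. The lowest values are 9.5 and 6.9, from 1 fit over all 18 samples. For Sfrp1 it is about 0.00023, against 0.00077 here, and 1 fit over all 18 samples gives 0.00016, the setting that comes within 1.5 times. In Fig. 2, read by eye, the ratio of Wnk1 at 72 hours is about 0.33, against 0.745 here, and that of Lphn2 (Adgrl2) about 0.33, against 0.712 here, and no planned setting closes either gap. Other probe sets of these genes reach ratios of 0.357 for Wnk1 and 0.314 for Adgrl2. Of 41 ratios printed in Fig. 2 with a value here, the 39 others lie within the replicate error or 1.5 times.

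The paper states that the receptor FGFR2 went up with invasion. Here Fgfr2 passed at 96 hours (ratio 1.32) and had an adjusted p of 0.25 at 72 hours (ratio 1.11), where centring on the median (0.062) and leaving out non-invading replicate 4 (0.086) bring it past the test. The paper states that the PDGF receptor β stayed level. Here Pdgfrb had an adjusted p of 0.038 at 72 hours (ratio 1.21) and 0.43 at 96 hours (ratio 1.05), where centring on the median brings it past the test (0.025). The paired test named in the legend of Fig. 6 gave Pdgfrb an unadjusted 0.059 at 72 hours and 0.086 at 96 hours, neither of them under 0.05. Fig. 6 marks the PDGF receptor α at 96 hours as different. Here its adjusted p was 0.21 from limma and 0.05 with quantile normalization applied again, and the same paired test gave an unadjusted 0.044.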

Other observations

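The set tests of the comparisons between times were chosen after the data were seen. From 72 to 96 hours Ogn rose in both fractions, by 1.27 on the log2 scale in the non-invading (standard error 0.33, adjusted p = 0.011) and 1.70 in the invading fraction (standard error 0.33, adjusted p = 0.001). Aldh1a1, a retinaldehyde dehydrogenase, rose by 1.42 in the non-invading fraction (standard error 0.15, adjusted p = 9.6e-06), and the matrix protein Dpt by 1.44 in the invading fraction (standard error 0.18, adjusted p = 1.7e-05). Genes of cholesterol synthesis were lower at 96 hours, 15 of 20 in the non-invading and 14 in the invading fraction (set test adjusted p = 4.9e-10 and 2.1e-05, but adjusted p = 0.63 and 0.87 with an estimated correlation). Among the small nucleolar RNAs 26 and 32 of 54 were lower (set test adjusted p = 6.4e-10 and 8.3e-09, but adjusted p = 0.65 and 0.87 with an estimated correlation). The change of Snord118 in the invading fraction was -2.07 (standard error 0.29).

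Among the chemokines and other targets of NF-kB 12 higher and 3 lower of 33 were found at 72 hours and 15 higher and 4 lower at 96 hours (13 higher and 4 lower, and 17 higher and 4 lower, adjusted over the list alone). Ccl8 was named by the study from these arrays, so the list is not independent evidence of its direction. The chemokine Cxcl16 had log2 ratios of 0.76 (standard error 0.093) and 0.84 (standard error 0.15). Ptgs2, a cyclooxygenase, was lower, at -0.74 (standard error 0.22) at 96 hours and -0.91, a call whose adjusted p failed without invading replicate 2 (0.11), 3 (0.11) or 4 (0.14) and without non-invading replicate 1 (0.13), 2 (0.1) or 3 (0.14), within a range over all alternatives of 0.0061 to 0.14, at 72 hours. The set test of these targets gave adjusted p = 0.28 at 72 hours and 0.0025 at 96 hours, but adjusted p = 0.46 with an estimated correlation at 96 hours. Markers of macrophages and leukocytes were 2 higher and 0 lower of 16 at 72 hours and 4 higher and 0 lower at 96 hours (2 higher and 0 lower, and 4 higher and 0 lower, adjusted over the list alone; set test adjusted p = 0.19 at 72 hours and 0.037 at 96 hours, but adjusted p = 0.5 with an estimated correlation at 96 hours, and the call at 96 hours ended also above a signal of 100 (0.18), within a range over all alternatives of 0.015 to 0.5). The complement subunit C1qc had a log2 ratio of 0.37 at 72 hours and Cd14, a receptor for endotoxin, one of 0.29, a call whose adjusted p failed in 1 fit over all 18 samples (0.14), within a range over all alternatives of 0.0073 to 0.14, at that time. The lysosomal protein Cd68 had a log2 ratio of 0.56 and Cd53 of 0.51 at 96 hours. Output genes of the ERK pathway were 3 higher and 4 lower of 20 and 7 higher and 3 lower (3 higher and 4 lower, and 8 higher and 4 lower, adjusted over the list alone), with the phosphatase Dusp4 at 0.81 and 1.04 and Spry1, a feedback inhibitor, at -0.71 and -0.74. The ephrin receptor Epha4 stood at -0.83 and -0.81 and the transcription factor Fosl1 at 1.09 at 96 hours. Their set test gave adjusted p = 0.95 at 72 hours and 0.29 at 96 hours, and at 72 hours the median was 0.00, the mean 0.05 and the direction of the test lower. Among the hypoxia genes 3 higher and 3 lower of 20 were found at 72 hours and 4 higher and 4 lower (3 higher and 3 lower, and 6 higher and 4 lower, adjusted over the list alone; set test adjusted p = 0.41 at 72 hours and 0.89 at 96 hours), with Ddit4, an inhibitor of mTOR signalling, at 0.46 and Plod2, a hydroxylase of collagen, at -0.43 at 72 hours and Egln3, an oxygen sensor, at 0.52 at 96 hours, and non-invading replicate 1 of 72 hours lay above the other 3 in the mean of the list. Adm was named by the study from these arrays, so the list is not independent evidence of its direction. Genes of the unfolded protein response were 0 higher and 6 lower of 23 and 2 higher and 7 lower (0 higher and 6 lower, and 2 higher and 8 lower, adjusted over the list alone), with asparagine synthetase, Asns, at -0.49 and -0.51, the amino acid transporter Slc7a5 at -0.69 and -0.67 and Psat1, an enzyme of serine synthesis, at -0.53 at 72 hours. Their set test gave adjusted p = 0.016 at 72 hours and 0.16 at 96 hours, but adjusted p = 0.65 with an estimated correlation at 72 hours. Above a signal of 100 (0.13) this call at 72 hours ended too, and its adjusted p ran from 0.002 to 0.65 over all alternatives.

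Immediate early genes were 3 higher and 1 lower of 27 at 72 hours and 8 higher and 3 lower at 96 hours (2 higher and 1 lower, and 9 higher and 5 lower, adjusted over the list alone; set test adjusted p = 1 at 72 hours and 0.3 at 96 hours), with Ier3 at 0.61 and 0.72; at 72 hours the median was -0.01 and the mean 0.03. The chaperone Dnaja1 stood at -0.41 at 72 hours and Btg2 at -0.38 at 96 hours. The transcription factor Klf2 stood at 0.43, a call whose adjusted p failed without non-invading replicate 4 (0.11), within a range over all alternatives of 0.0086 to 0.11, at 72 hours. Egr2, another such factor, stood at 0.58, a call whose adjusted p failed in 1 fit over all 18 samples (0.19), without invading replicate 2 (0.15), 3 (0.1) or 4 (0.12) and without non-invading replicate 1 (0.15), 3 (0.14), 4 (0.13) or 5 (0.13), within a range over all alternatives of 0.002 to 0.19, at 96 hours. Interferon stimulated genes were 3 higher and 1 lower of 27 and 3 higher and 1 lower (3 higher and 1 lower, and 1 higher and 1 lower, adjusted over the list alone; set test adjusted p = 0.9 at 72 hours and 0.36 at 96 hours), with the antiviral protein Bst2 at 0.46 and 0.33 and Xaf1, a promoter of apoptosis, lower at -0.41 and -0.58. Imprinted growth genes were 3 higher and 1 lower of 13 and 2 higher and 2 lower (3 higher and 2 lower, and 2 higher and 2 lower, adjusted over the list alone; set test adjusted p = 0.88 at 72 hours and 0.87 at 96 hours), with the cell cycle inhibitor Cdkn1c at 0.35 and 0.35 and the transcription factor Plagl1 lower at -0.44 at 96 hours. The growth factor Igf2 was lower too, at -0.79, a call whose adjusted p failed in 1 fit over all 18 samples (0.36), within a range over all alternatives of 0.0051 to 0.36, at 72 hours. Of 302 microRNA loci 18 higher and 47 lower were found at 72 hours and 20 higher and 87 lower at 96 hours (17 higher and 45 lower, and 20 higher and 87 lower, adjusted over the list alone), with Mir218-1 at -1.36 and -1.46, Mir100hg at -1.54 at 72 hours and Mir181b-1 at -1.80 at 96 hours. Mir145a, Mir218-1 and Mir505 were named by the study from these arrays, so the list is not independent evidence of its direction. The set test of these loci gave adjusted p = 0.065 at 72 hours and 0.00029 at 96 hours, but adjusted p = 0.72 with an estimated correlation at 72 hours and adjusted p = 0.25 with an estimated correlation at 96 hours. Above a signal of 100 (0.13), with fry (0.29), without invading replicate 3 (0.12), without non-invading replicate 3 (0.15) and without non-invading replicate 4 (0.19) this call at 72 hours ended too, and its adjusted p ran from 0.015 to 0.72 over all alternatives. At 72 hours the median of 0.01 and the mean of -0.08 differ in sign.

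Epithelial markers were 2 higher and 0 lower of 17 at 72 hours and 3 higher and 0 lower at 96 hours (1 higher and 0 lower, and 0 higher and 0 lower, adjusted over the list alone; set test adjusted p = 0.055 at 72 hours and 0.35 at 96 hours, but adjusted p = 0.65 with an estimated correlation at 72 hours, and the call at 72 hours ended also above a signal of 100 (0.19) and without non-invading replicate 1 (0.19), within a range over all alternatives of 0.022 to 0.65), with the keratin Krt8 at 0.53 and 0.32. The splicing factor Esrp1 stood at 0.18 at 72 hours. The adjusted p of this call failed with the replicate block (0.18) and with trend and robust estimation (0.13). It failed also without invading replicate 1 (0.22), 2 (0.16), 3 (0.1) or 4 (0.14) and without non-invading replicate 1 (0.17), 2 (0.2) or 3 (0.19). Its range over all alternatives was 0.023 to 0.22. The adhesion protein Epcam stood at 0.18, a call whose adjusted p failed without invading replicate 2 (0.18), 4 (0.15) or 5 (0.14) and without non-invading replicate 3 (0.17), 4 (0.11) or 5 (0.18), within a range over all alternatives of 0.0053 to 0.18, at 96 hours. Endothelial markers were 0 higher and 0 lower of 12 and 0 higher and 0 lower (set test adjusted p = 0.64 at 72 hours and 0.36 at 96 hours), also when adjusted over the list alone, with 0 and 1 at an unadjusted p under 0.05 from limma and an adjusted p of 0.29 and 0.17 from fry. Mesothelial markers were 1 higher and 2 lower of 11 and 1 higher and 2 lower (2 higher and 2 lower, and 1 higher and 2 lower, adjusted over the list alone; set test adjusted p = 0.94 at 72 hours and 0.55 at 96 hours), with Lrrn4 at -0.48 and -0.86 and mesothelin, Msln, at -0.71 and -0.63; the median (0.06 and 0.02) and the mean (-0.02 and -0.09) differ in sign. Markers of fibroblast subtypes were 6 higher and 4 lower of 20 and 8 higher and 2 lower (6 higher and 4 lower, and 10 higher and 2 lower, adjusted over the list alone; set test adjusted p = 0.45 at 72 hours and 0.22 at 96 hours), with the matrix protein Mfap4 at -0.61 and -0.53. At 72 hours the adhesion protein Cd34 stood at -0.84, the matrix protein Npnt at -0.72 and the transcription factor Tbx4, which was higher, at 0.35. At 96 hours Pi16, a marker of fibroblasts, stood at 0.56 and the growth factor Fgf10 at 0.45. Lpl, a lipase, stood at 0.54, a call whose adjusted p failed without invading replicate 3 (0.15) or 4 (0.12) and without non-invading replicate 1 (0.1) or 4 (0.11), within a range over all alternatives of 0.022 to 0.15, at that time.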
